# Age-differential sexual dimorphisms in CHD8-S62X-mutant mouse synapses and transcriptomes

**DOI:** 10.3389/fnmol.2023.1111388

**Published:** 2023-02-16

**Authors:** Soo Yeon Lee, Hanseul Kweon, Hyojin Kang, Eunjoon Kim

**Keywords:** autism spectrum disorder, chromatin remodeling, sexual dimorphism, age dependence, synapse, transcriptome

## Abstract

*Chd8^+/N2373K^* mice with a human C-terminal-truncating mutation (N2373K) display autistic-like behaviors in juvenile and adult males but not in females. In contrast, *Chd8^+/S62X^* mice with a human N-terminal-truncating mutation (S62X) display behavioral deficits in juvenile males (not females) and adult males and females, indicative of age-differential sexually dimorphic behaviors. Excitatory synaptic transmission is suppressed and enhanced in male and female *Chd8^+/S62X^* juveniles, respectively, but similarly enhanced in adult male and female mutants. ASD-like transcriptomic changes are stronger in newborn and juvenile (but not adult) *Chd8^+/S62X^* males but in newborn and adult (not juvenile) *Chd8^+/S62X^* females. These results point to age-differential sexual dimorphisms in *Chd8^+/S62X^* mice at synaptic and transcriptomic levels, in addition to the behavioral level.

## Introduction

Mutations of *CHD8*, encoding a chromatin remodeler, have been extensively associated with autism spectrum disorders (ASD; Bernier et al., 2014; Barnard et al., 2015; Dingemans et al., 2022; Zhou et al., 2022). Human individuals carrying *CHD8* mutations show a strong male–female ratio (~85:15; Stessman et al., 2017), suggesting that CHD8 could be one of the ideal targets for studying the mechanisms underlying male–female differences in ASD.

Previous studies on *Chd8*-mutant mice and human neurons suggested multiple mechanisms that may underlie CHD8-related brain deficits (Sugathan et al., 2014; Cotney et al., 2015; Wang et al., 2015; Breuss and Gleeson, 2016; Durak et al., 2016; Katayama et al., 2016; Gompers et al., 2017; Platt et al., 2017; Wang et al., 2017; Andreae and Basson, 2018; Jung et al., 2018; Suetterlin et al., 2018; Wade et al., 2018; Xu et al., 2018; Zhao et al., 2018; Hulbert et al., 2020; Jimenez et al., 2020; Sood et al., 2020; Cherepanov et al., 2021; Ding et al., 2021; Ellingford et al., 2021; Hurley et al., 2021; Kawamura et al., 2021; Kweon et al., 2021; Weissberg and Elliott, 2021; Chen et al., 2022; Coakley-Youngs et al., 2022; Dong et al., 2022; Haddad Derafshi et al., 2022; Jimenez et al., 2022; Kerschbamer et al., 2022; Lee et al., 2022; Paulsen et al., 2022; Thudium et al., 2022; Tu et al., 2022; Villa et al., 2022; Yu et al., 2022; Hayot et al., 2023). However, mechanisms underlying the male–female differences in CHD8-related ASD are poorly understood (Jung et al., 2018; Cherepanov et al., 2021; Yu et al., 2022).

*Chd8^+/N2373K^* mice that carry a human mutation that leads to a C-terminal protein truncation (N2373K; O’Roak et al., 2012; Merner et al., 2016) display male-preponderant behavioral deficits as juveniles and adults. In contrast, *Chd8^+/S62X^* mice expressing CHD8-S62X proteins with N-terminal truncation (O’Roak et al., 2012) display behavioral deficits in juvenile males (not females) and adult males and females (Lee et al., 2022), indicative of age-differential sexually dimorphic behaviors. Here, we characterized and compared synaptic and transcriptomic phenotypes in male and female *Chd8^+/S62X^* mice at juvenile and adult stages, which led us to find age-differential sexual dimorphisms at synaptic and transcriptomic levels additional to the behavioral level.

## Materials and methods

### Animals

*Chd8^+/S62X^* mice have been recently reported (Lee et al., 2022). Mice were maintained at the Korea Advanced Institute of Science and Technology (KAIST) mouse facility (12-h light–dark cycle).

### Electrophysiology

Electrophysiology was performed using mouse brain slices containing the dorsal hippocampus, a brain region associated with ASD (Schumann et al., 2004), from juvenile mice at P21–28 and adult mice at 9–18 weeks. Isoflurane-anesthetized mice were used to dissect brains, which were placed in a chamber containing dissection buffer (In mM: 212 sucrose, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 5 KCl, 3.5 MgCl_2_, 0.5 CaCl_2_, 10 D-glucose, 2 sodium pyruvate, 1.2 sodium ascorbate, 95% O_2_, and 5% CO_2_) and used to obtain sagittal slices (300 μm; ~1–2 slices/mice) using a vibratome; exact numbers of mice and neurons used for each experiment are described in the figure legends. Slices containing the dorsal hippocampus were recovered in the artificial cerebrospinal fluid (aCSF; in mM: 125 NaCl, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 2.5 KCl, 1.3 MgCl_2_, 2.5 CaCl_2_, 10 D-glucose) at 32°C for 30 and 60 min (juvenile and adult, respectively) and at 20°C–25°C for 30 min, followed by a transfer to a recording chamber at 28°C with circulating aCSF. sEPSCs were measured in the presence of picrotoxin (60 μM; Sigma), and mEPSCs were measured in the presence of picrotoxin (60 μM) and tetrodotoxin (0.5 μM; Tocris). sIPSCs were measured in the presence of NBQX (10 μM; Tocris) and D-AP5 (50 μM; Tocris). mIPSCs were measured in the presence of NBQX (10 μM), D-AP5 (50 μM), and tetrodotoxin (0.5 μM). Recording pipettes (2.0~3.5 MΩ resistance) were pulled from borosilicate capillaries (thin-walled, 30-0065, Harvard Apparatus) using a two-step vertical micropipette puller (PC-10, Narishige). The pipette-filling solution for sEPSC and mEPSC recordings contained (in mM) 117 CsMeSO_4_, 8 NaCl, 10 TEACl, 10 EGTA, 10 HEPES, 4 Mg-ATP, 0.3 Na-GTP, and 5 QX-314, and the solution for sIPSC and mIPSC recordings contained (in mM) 115 CsCl, 8 NaCl, 10 TEACl, 10 EGTA, 10 HEPES, 4 Mg-ATP, 0.3 Na-GTP, and 5 QX-314. For giga sealing, neurons were approached with the internal solution-filled pipette and gently ruptured through suction. Membrane voltages were held at −70 mV, and recordings were obtained after cells were perfused with aCSF and stabilized (2 min). Signals were filtered (2 kHz) and digitized (10 kHz) using Multiclamp 700B amplifier and Digidata 1,550 digitizer (Molecular Devices). The access resistance, checked before and after recordings, was used to exclude data when it is >20 MΩ. Acquired data were analyzed using Clampfit 10 (Molecular Devices).

### RNA-Seq analysis

Three mice aged P0, P25, and P80 were used for each group (heterozygous, wildtype, male, female). Brains were quickly dissected and deep-freezed in RNAlater solution (Ambion) to stabilize RNAs. RNA extraction, library preparation, cluster generation, and sequencing were conducted by Macrogen. Sequencing was performed with an average read depth of 70 to 90 million reads at paired-ends (2 × 101 bp) using an Illumina HiSeq 4000 (Illumina) *via* Macrogen Inc. Transcript abundance was estimated in pseudo-mapping-based mode for the Mus musculus genome (GRCm38) using Salmon (v1.1.0; Patro et al., 2017). Differential gene expression analysis was performed using R/Bioconductor DEseq2 (v1.26.0; Love et al., 2014) by importing the estimated abundance data into R (v.3.5.3) using the tximport (Soneson et al., 2015) package. The *p*-values were adjusted for multiple testing with the Benjamini–Hochberg correction. A threshold for differentially expressed genes was used as a gene with an adjusted *p*-value of less than 0.05. We did not attempt RT-qPCR validation of RNA-Seq results considering that RNA-Seq results are usually well correlated with RT-qPCR results and that our study extracts most of the biological functions through GSEA (not DEG analysis), which uses a large number of genes with small changes (Subramanian et al., 2005) that are difficult to validate by RT-qPCR.

### Gene set enrichment analysis

Fold changes and adjusted *p*-values from differential gene expression (DEG) analysis were used to perform Gene Set Enrichment Analysis (GSEA; Subramanian et al., 2005). GSEA allows us to capture if the expressions of genes in a specific gene set are changed in a consistent direction, although each might not be significant enough to be counted as differentially expressed genes. The GSEA software (gsea2-2.2.4.jar; http://software.broadinstitute.org/gsea) was used to obtain enrichment scores. All expressed genes were ranked by the sign of fold change multiplied by –log10 (*p*-value). 1,000 permutations and a classic scoring scheme were used, as recommended by the program. Gene sets used in this study included those from the Molecular Signature Database (MSigDB v7.0; http://software.broadinstitute.org/gsea/msigdb) and ASD-related gene sets from previous studies (gene sets that are either upregulated or downregulated in ASD and ASD-risk gene sets; see the Results section below for details; Voineagu et al., 2011; Iossifov et al., 2014; Werling et al., 2016; Yang et al., 2018). GSEA results were visualized using EnrichmentMap App in Cytoscape 3.8.0. The RNA-Seq results are deposited in the NCBI GEO (National Center for Biotechnology Information, Gene Expression Omnibus) repository as GSE167053.

## Statistics

Outlying data were excluded using ROUT test (Q = 1%). For male–female comparisons, two-way ANOVA (sex and genotype factors) with assumed normality was used. Graphpad Prism 9 and SigmaPlot 12.0 programs were used for statistical analyses. Statistical details are shown in Supplementary Table S1.

## Results

### Increased excitatory synaptic transmission in adult *Chd8^+/S62X^* males and females

To determine whether the similarly altered behaviors in adult *Chd8^+/S62X^* males and females (Lee et al., 2022) accompany synaptic dysfunctions, we measured synaptic transmissions in the adult hippocampus, a brain region associated with ASD (Schumann et al., 2004).

Adult (13–18 weeks) male and female *Chd8^+/S62X^* mice showed significant increases in miniature excitatory postsynaptic currents (mEPSCs) in CA1 hippocampal neurons compared with WT mice, as supported by genotype differences in mEPSC frequency and amplitude in two-way ANOVA analysis (Figure 1A; Supplementary Table S1). However, an additional Mann–Whitney *U-*test performed, based on the insignificant sex x genotype interaction in the two-way ANOVA, indicated a genotype difference in females but not in males in the frequency and no genotype difference in males or females in the amplitude. In contrast to these excitatory synaptic changes, there were no alterations in miniature inhibitory postsynaptic currents (mIPSCs) in *Chd8^+/S62X^* males or females compared with WT mice, although females showed greater mIPSC frequency and amplitude compared with males (Figure 1B).

**Figure 1:**
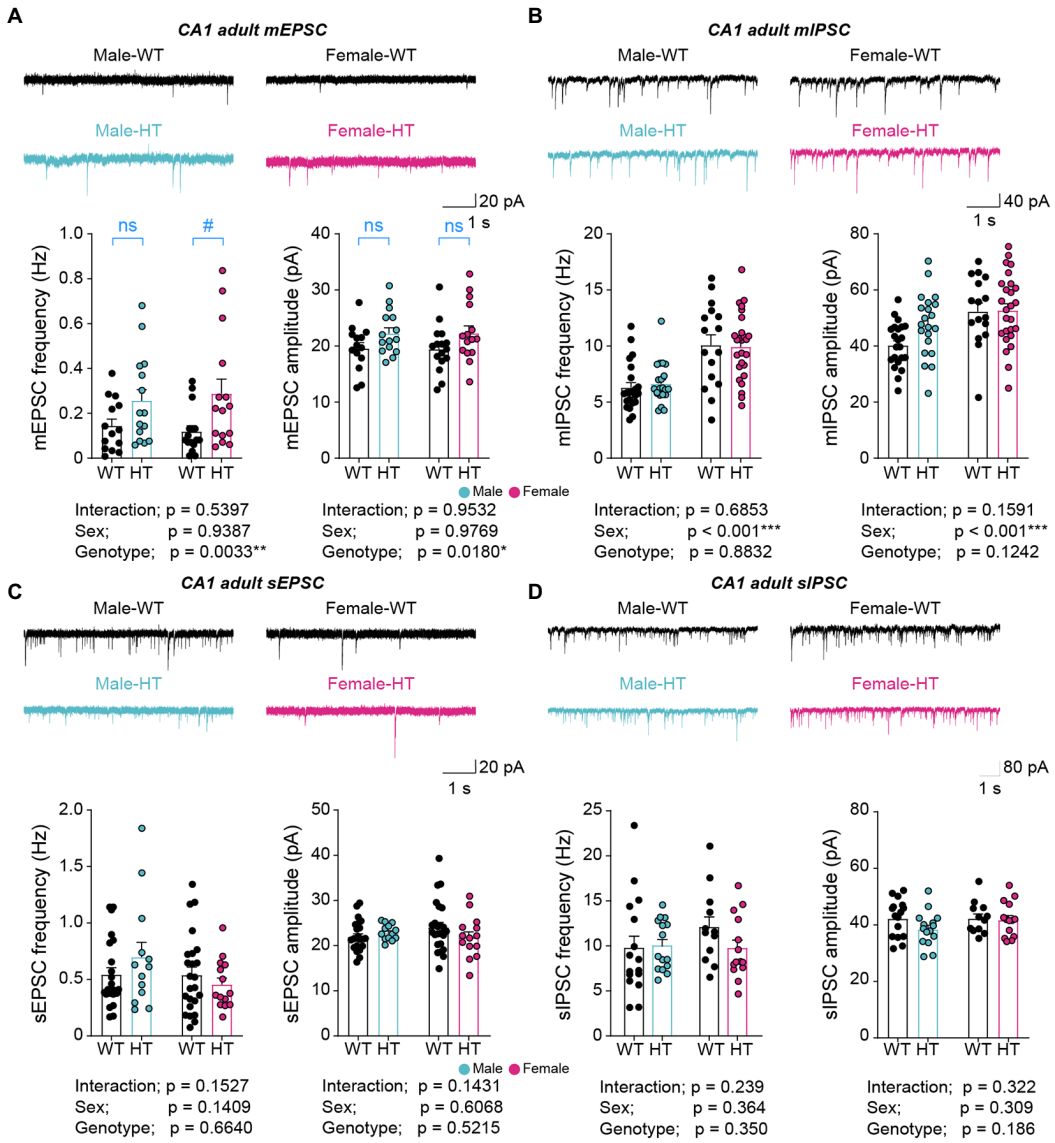
Increased excitatory synaptic transmission in adult Chd8+/S62X males and females. **(A)** mEPSCs in CA1 pyramidal neurons in adult *Chd8^+/S62X^* males and females (15–18 weeks). (*n* = 14 neurons from 3 mice [male-WT], 15/4 [male-HT], 16/4 [female-WT], and 15/3 [female-HT], *p < 0.05, **p < 0.01, two-way ANOVA, ^#^*p* < 0.05, ns, not significant, Mann–Whitney *U-*test). **(B)** mIPSCs in CA1 pyramidal neurons in adult *Chd8^+/S62X^* males and females (13–16 weeks). (*n* = 22/4 [male-WT], 21/5 [male-HT], 16/3 [female-WT], and 26/4 [female-HT], ***p < 0.001, two-way ANOVA). **(C)** sEPSCs in CA1 pyramidal neurons in adult *Chd8^+/S62X^* males and females (13–16 weeks). (*n* = 14/3 [male-WT], 15/4 [male-HT], 16/4 [female-WT], and 15/3 [female-HT], two-way ANOVA). **(D)** sIPSCs in CA1 pyramidal neurons in adult *Chd8^+/S62X^* males and females (13–16 weeks). (*n* = 16/3 [male-WT], 15/3 [male-HT], 12/3 [female-WT], and 14/3 [female-HT], two-way ANOVA).

The excitatory synaptic differences, however, became insignificant when spontaneous excitatory postsynaptic currents (sEPSCs) were recorded by omitting the action-potential blocker tetrodotoxin in recording solutions to allow network activity (Figure 1C). Spontaneous inhibitory postsynaptic currents (sIPSCs) were also not different between genotypes (Figure 1D).

These results collectively suggest that the CHD8-S62X mutation enhances excitatory, but not inhibitory, synaptic transmission in adult male and female mutant mice, and that network activity compensates for the mutation-induced excitatory synaptic changes.

### Opposite changes in excitatory synaptic transmission in juvenile *Chd8^+/S62X^* males and females

Given the stronger mother-seeking/attachment behavior in juvenile male *Chd8^+/S62X^* mice (Lee et al., 2022), we next tested whether juvenile (postnatal day [P] 22–28) *Chd8^+/S62X^* males and females show any differential changes in hippocampal mEPSCs or mIPSCs.

Intriguingly, juvenile male and female *Chd8^+/S62X^* mice showed opposite changes in mEPSCs, but not mIPSCs, compared with WT mice, with the frequency of mEPSCs decreasing in males but increasing in females; the amplitudes of mEPSCs were unaffected in either sex (Figures 2A,B). In addition, allowing network activity during recordings by omitting tetrodotoxin did not affect the oppositely changed mEPSC frequencies observed in juvenile male and female *Chd8^+/S62X^* mice (Figures 2C,D), in contrast to the abovementioned compensatory effects of network activity on mEPSCs in adult *Chd8^+/S62X^* mice. However, a moderate decrease in sIPSC amplitude (not frequency) was observed in male but not female *Chd8^+/S62X^* mice in the presence of network activity (Figure 2D).

**Figure 2:**
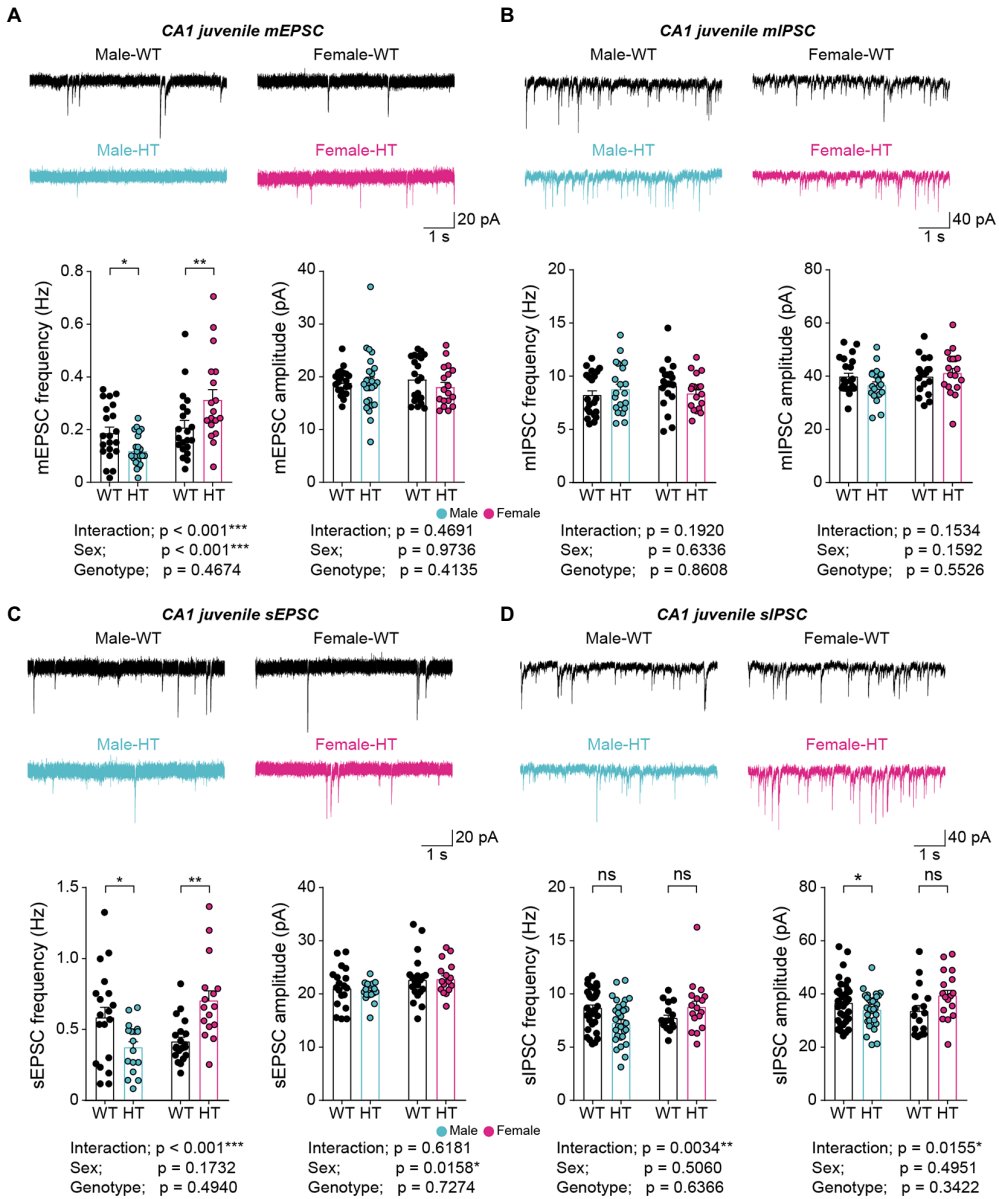
Opposite changes in excitatory synaptic transmission in juvenile Chd8+/S62X males and females. **(A)** mEPSCs in CA1 pyramidal neurons in juvenile *Chd8^+/S62X^* males and females (P25–28). (*n* = 21, 6 [male-WT], 24, 6 [male-HT], 21, 4 [female-WT], and 18, 4 [female-HT], *p < 0.05, **p < 0.01, ***p < 0.001, two-way ANOVA with Holm-Sidak test). **(B)** mIPSCs in CA1 pyramidal neurons in juvenile *Chd8^+/S62X^* males and females (P22–28). (*n* = 21, 4 [male-WT], 19, 4 [male-HT], 20, 4 [female-WT], and 18, 4 [female-HT], two-way ANOVA). **(C)** sEPSCs in CA1 pyramidal neurons in juvenile *Chd8^+/S62X^* males and females (P22–28). (*n* = 19, 4 [male-WT], 17, 4 [male-HT], 20, 4 [female-WT], and 16, 3 [female-HT], *p < 0.05, **p < 0.01, ***p < 0.001, two-way ANOVA with Holm-Sidak test). **(D)** sIPSCs in CA1 pyramidal neurons in juvenile *Chd8^+/S62X^* males and females (P22–28). (*n* = 35, 5 [male-WT], 31, 5 [male-HT], 16, 3 [female-WT], and 17, 3 [female-HT], *p < 0.05, **p < 0.01, ns, not significant, two-way ANOVA with Holm-Sidak test).

Therefore, the CHD8-S62X mutation results in the opposite, or sexually dimorphic, changes in excitatory, but not inhibitory, synaptic transmissions that are resistant to network correction in the juvenile mice, which contrasts with the sensitivity of the excitatory synaptic change to network correction in adult mutant mice.

### Age-differential ASD-like transcriptomic changes in male and female *Chd8^+/S62X^* mice

The results recently reported (Lee et al., 2022) and mentioned above indicate largely similar synaptic and behavioral phenotypes in adult male and female mutant mice but sexually dimorphic synaptic changes and male-preponderant behavioral deficits in juvenile mutant males and females. 

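Brain RNA from Chd8+/S62X (HT) and wild-type (WT) mice was sequenced in 36 libraries, 3 for each of 12 groups of age (P0, P25 or P80), sex and genotype. The paper states 3 mice per group. The S62X allele carries a stop codon knocked into Chd8, and HT mice hold 1 copy of it. The P80 libraries are described as P56 in part of their records, while their titles, their age labels and the paper give P80, which is used here. The authors estimated transcript abundance with Salmon on GRCm38, summed it per gene with tximport and normalized it with DESeq2. Their deposited table gives 1 normalized value per gene and library for 29799 genes, an estimated count of fragments divided by a factor that differs between the genes of a library. Whole fragment counts cannot be recovered from these values, so the depth of each library is not known. The sums that follow are of normalized values and do not measure depth. In P0 males the values of a library summed to between 31872449 and 34159699 (median 32543501) in HT and between 34869809 and 38154000 (median 36516950) in WT mice, so each HT total was below each WT total. The sums in P0 females were 32717163 to 35694737 (median 35069338) in HT and 35813310 to 37089488 (median 35894576) in WT mice. Here too each HT total was below each WT total. At P25 they were 34113195 to 34355988 (median 34307922) in male HT and 34331620 to 35029432 (median 34670514) in male WT mice. Those of P25 females were 33831776 to 34676109 (median 34581602) in HT and 33981761 to 34532592 (median 34295752) in WT mice. P80 males had 34842633 to 35417190 (median 35125412) in HT and 35487914 to 35721750 (median 35699132) in WT mice, again with each HT total below each WT total. P80 females had 35043081 to 35274764 (median 35085611) in HT and 35077133 to 35328690 (median 35283838) in WT mice. Between 24400 and 26327 genes had a value above 0 in a library. HT and WT libraries of the same age and sex were compared with limma (version 3.58.1) on log2 of the normalized value plus 1, for genes with a mean of at least 10 in the 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 were called differentially expressed genes (DEGs). An exact permutation test of 3 libraries against 3 cannot give a p under 0.1, and all such tests were two-sided. For the gene set analysis, 16 lists were written by hand from general knowledge, after the paper and its supplements had been read, and they are not the gene sets used in the paper. Each list was tested with the classic form of GSEA in fgsea (version 1.28.0), with genes ranked by the sign of the fold change times the negative log10 of p, 10000 gene permutations and adjustment over the 16 lists. A list score was also computed for each library, as the mean log2 deviation of the list's genes from their means, minus the median deviation of all genes tested.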

To better understand the mechanisms underlying these results, we performed a longitudinal analysis of transcriptomic changes in the whole brain of P0 (newborn), P25 (juvenile), and P80 (adult) *Chd8^+/S62X^* males and females (see Supplementary Table S2 for raw RNA-Seq data).

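Chd8 (ENSMUSG00000053754) lies on chromosome 14 of GRCm38 from 52198151 to 52257780, and its normalized value counts transcripts of both alleles together. It was 6456 ± 244 (SD, n = 3) in P25 male HT and 3973 ± 304 (SD, n = 3) in P25 male WT mice, a log2 fold change of 0.70 (standard error 0.063, limma adjusted p = 0.0162). The log2 fold change was 0.54 in P25 females (standard error 0.066, limma adjusted p = 0.0723), from 6298 ± 424 (SD, n = 3) in HT and 4326 ± 342 (SD, n = 3) in WT mice. At P80 it was 0.47 in males (standard error 0.059, limma adjusted p = 0.0410) and 0.36 in females (standard error 0.046, limma adjusted p = 0.0405). All 3 HT libraries were above all 3 WT libraries in each of these 4 comparisons (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). With each library left out in turn, the log2 fold change stayed within 0.64 to 0.74, 0.49 to 0.60, 0.44 to 0.52 and 0.33 to 0.39 in P25 males, P25 females, P80 males and P80 females. In these fits the limma adjusted p was under 0.05 in P25 males without HT library 1 (0.0203) and in P80 females without HT library 1 (0.0455), and above 0.05 with any other library left out. The alternative that moved the adjusted p most was a single model of all 36 libraries, which gave 0.713 in P25 males (0.00279 to 0.713 over the alternatives) and 1 in P80 males (0.0303 to 1) and in P80 females (0.0315 to 1). At P0 the log2 fold change was 0.25 in males (standard error 0.253, limma adjusted p = 0.745) and 0.13 in females (standard error 0.150, limma adjusted p = 0.976), and HT and WT libraries overlapped. The P0 male WT libraries had values of 4733, 9547 and 7839, and without WT library 1 the log2 fold change was -0.038. Entpd4 (ENSMUSG00000095463), on chromosome 14 from 69337174 to 69367270, was lower in each HT than in each WT library in all 6 comparisons, with log2 fold changes between -0.63 (P0 males) and -0.35 (P25 females). It was a DEG in P25 males (limma adjusted p = 0.0359), P80 males (0.0377) and P80 females (0.0328), and not in P0 males (0.678), P0 females (0.976) or P25 females (0.0723). With a library left out, it stayed a DEG only without WT library 1 in P80 males and without HT library 1 in P80 females. Its log2 fold change then stayed within -0.42 to -0.39 in P25 males, -0.40 to -0.37 in P80 males and -0.45 to -0.39 in P80 females.

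**Figure D1:**
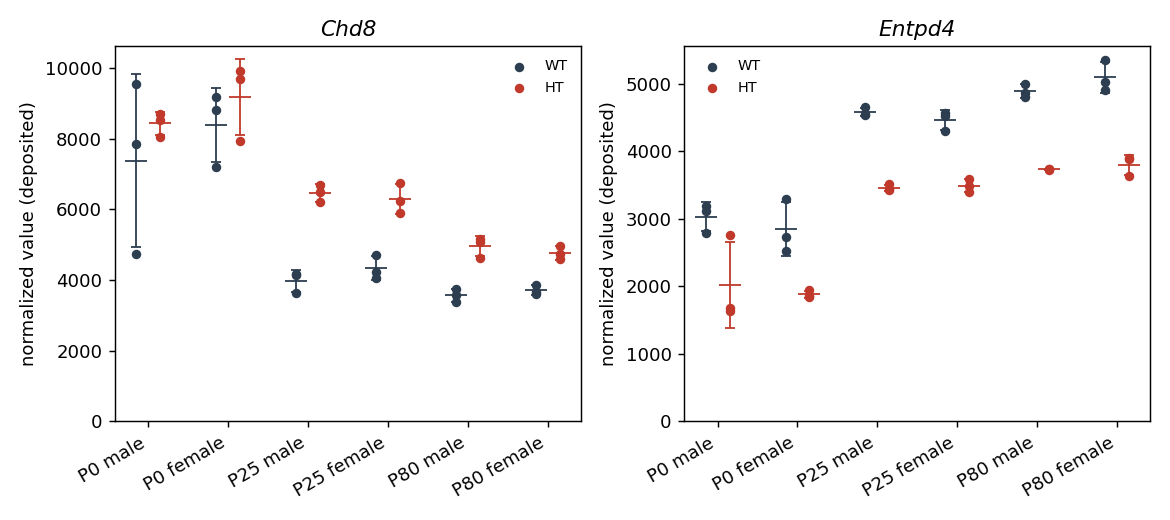
Normalized value of Chd8 (left) and Entpd4 (right) in each library (vertical axis, from 0), by age and sex (horizontal axis), WT in dark blue and HT in red, with the mean and SD of 3 libraries. HT and WT libraries are apart at P25 and P80 for both genes, with Chd8 higher and Entpd4 lower in HT mice.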

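The number of DEGs was 0 of 18375 genes tested in P0 males, 1 of 18291 in P0 females, 3 of 18068 in P25 males, 0 of 18213 in P25 females, 3 of 18092 in P80 males and 7 of 18167 in P80 females. An unadjusted p under 0.05 was found for 1318, 393, 629, 1094, 831 and 2057 genes in the same order. HT and WT libraries did not overlap for 12.1%, 7.35%, 8.55%, 11.9%, 9.54% and 17.6% of the genes tested, where 10% would be given by chance. Of the DEGs, 2 were higher and 1 was lower in HT mice in P25 males and in P80 males, and 2 were higher and 5 were lower in P80 females. Usp11 (ENSMUSG00000031066), on chromosome X from 20703906 to 20720539, was lower in P80 female HT mice (log2 fold change -0.34, limma adjusted p = 0.0252). Mphosph9, Mon2 and Gm16867, which overlaps Entpd4, were the other DEGs with lower values there (log2 fold changes -0.58, -0.39 and -1.20). Several DEGs were listed at 0 in each library of 1 genotype. Gm8430 was listed at 0 in P0 female HT mice and at 184.7, 199.8 and 264.5 in WT mice. Gm42429 in P25 males, 4930404A12Rik in P80 males and Gm47924 in P80 females were listed at 0 in WT mice. The alternative that moved these counts most was the use of array quality weights, which gave 5030 DEGs in P0 males, 2373 higher and 2657 lower in HT mice. Leaving out WT library 1 of the P0 males gave 3610 DEGs, against 0 with any other library of that group left out. Without it, a score of telencephalon marker genes was -2.35 to -1.26 in the HT libraries and 2.40 and 2.57 in WT libraries 2 and 3. Brain region and genotype therefore cannot be told apart for these 3610 DEGs. P0 females had 2 without HT library 2, 1 without HT library 1 or HT library 3, and 0 without any of the WT libraries. P25 males had 2 without HT library 1 and 0 without any other library, and the fit that paired HT and WT mice of the same number gave 5 (2 higher, 3 lower). In P25 females, 2 genes passed without HT library 2, 1 without WT library 2 and 0 otherwise. The P80 male count was 0, 1 and 0 without HT libraries 1, 2 and 3 and 3, 0 and 2 without WT libraries 1, 2 and 3. The P80 female count was 14, 0 and 2 without HT libraries 1, 2 and 3 and 4, 1 and 1 without WT libraries 1, 2 and 3. Supplementary Table S3 lists the paper's own DEGs. Of its genes that were tested here, 4 of 4 in P0 females, 80 of 80 in P25 males, 75 of 75 in P25 females, 80 of 80 in P80 males and 155 of 155 in P80 females moved in the paper's direction. Past the threshold adjusted over the list alone were 3, 78, 75, 80 and 154 of them, against 0, 2, 0, 2 and 5 adjusted over all genes tested. The list was chosen on these same libraries, so the first of these counts is not independent evidence. The P0 male DEGs of that table were not used here.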

Analyses of the RNA-Seq results with a focus on differentially expressed genes (DEGs) did not reveal detectable changes in biological functions, likely because of the small numbers of DEGs in P0, P25, and P80 *Chd8^+/S62X^* males and females (Figures 3A–F; see Supplementary Table S3 for the complete list of DEGs). We thus performed a gene set enrichment analysis (GSEA), a method optimized to identify biological functions that depend on a large number of genes with small, but coordinated, changes rather than by a small number of genes with large changes above artificial cutoffs.^1^

**Figure 3:**
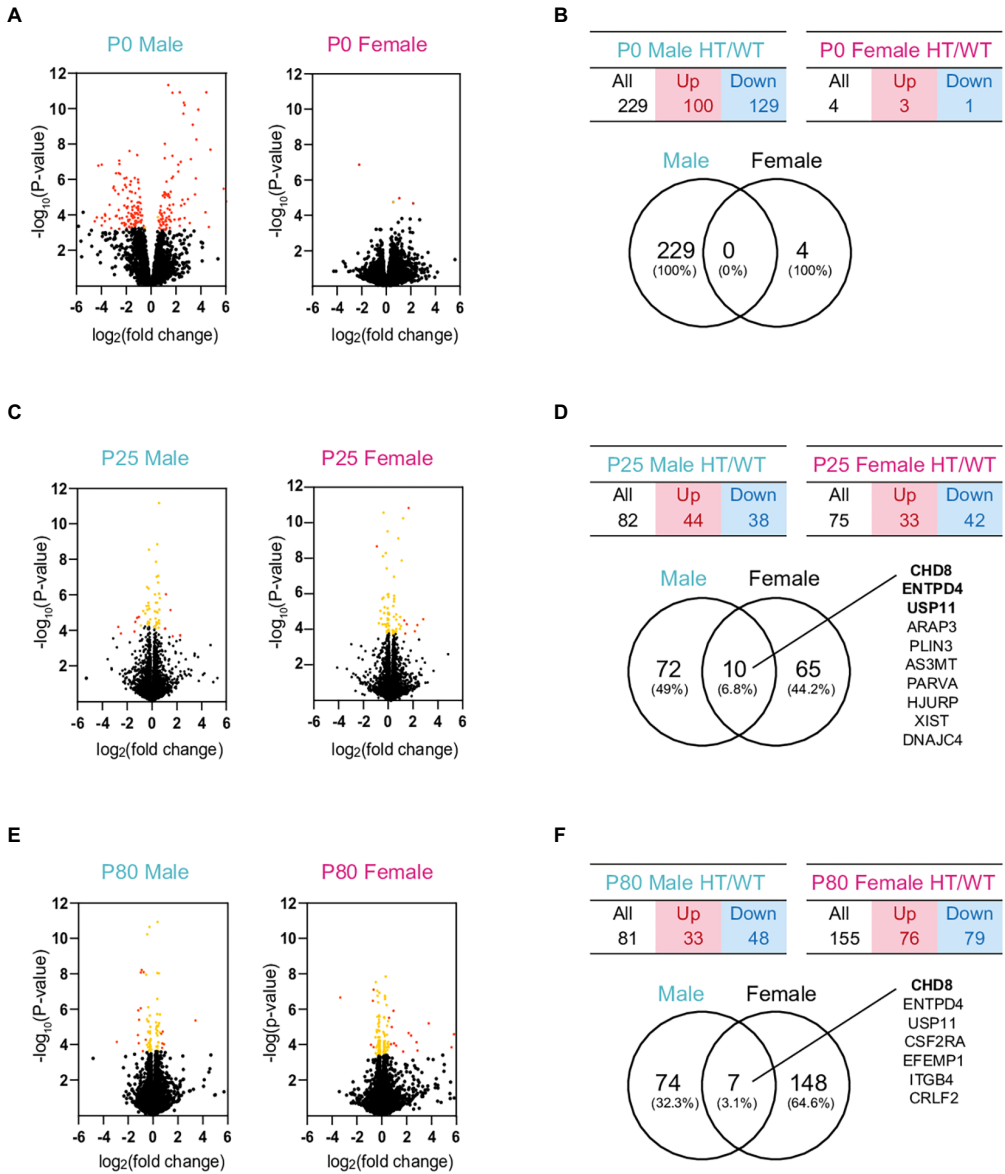
DEG analyses of RNA-Seq results from P0, P25, and P80 male and female HT/WT transcripts. **(A–F)** Volcano plots, tables, and Venn diagrams summarizing the DEGs from P0, P25, and P80 male and female HT/WT transcripts. Orange, genes with adjusted *p*-value < 0.05; red, genes with adjusted *p*-value < 0.05 + |FC| > 1.5 (see Supplementary Table S3 for further details on DEGs). Note that the number of overlapping DEGs between males and females is small.

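At P0, 18030 genes were tested in both sexes and 0 were DEGs in both. At P25, 0 of 17882 genes were DEGs in both sexes, and at P80 the 2 genes Chd8 and Entpd4 of 17832 were (Fisher's exact test, one-sided, p = 3.96e-07, across genes, which are not independent replicates). Unadjusted p was under 0.05 in both sexes for 74 genes at P0, 88 at P25 and 126 at P80, against 27.7, 37.5 and 93.3 from the separate counts alone. The direction was the same in both sexes for 73, 71 and 105 of these genes. Where a DEG of either sex needed only an unadjusted p under 0.05 in the other, 0 genes were shared at P0, 2 at P25 (Chd8 and Entpd4) and 5 at P80 (also Gm16867, Gm47924 and Usp11). The alternative that moved the shared count most was a single model of all 36 libraries, with 10 shared DEGs at P0. The shared count at P80 was 0 when the library of any 1 genotype and number was left out in both sexes.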

GSEA results revealed that, at P0, both male and female *Chd8^+/S62X^* mice showed transcriptomic changes similar to those that occur in ASD (hereafter termed ‘ASD-like pattern’). Specifically, P0 male HT/WT transcripts—the complete set of transcripts differentially expressed between heterozygous *Chd8^+/S62X^* mice and WT mice (ranked by fold-change signs x –log10 [*p*-value])—were positively enriched for ASD-related gene sets (summarized in Supplementary Tables S4, S5) that are upregulated in ASD (DEG_Up_Voineagu and Co_Exp_Up_Voineagu; Voineagu et al., 2011; Werling et al., 2016), although not negatively enriched for ASD-downregulated gene sets (DEG_Down_Voineagu and Co_Exp_Down_Voineagu; Figure 4A).

**Figure 4:**
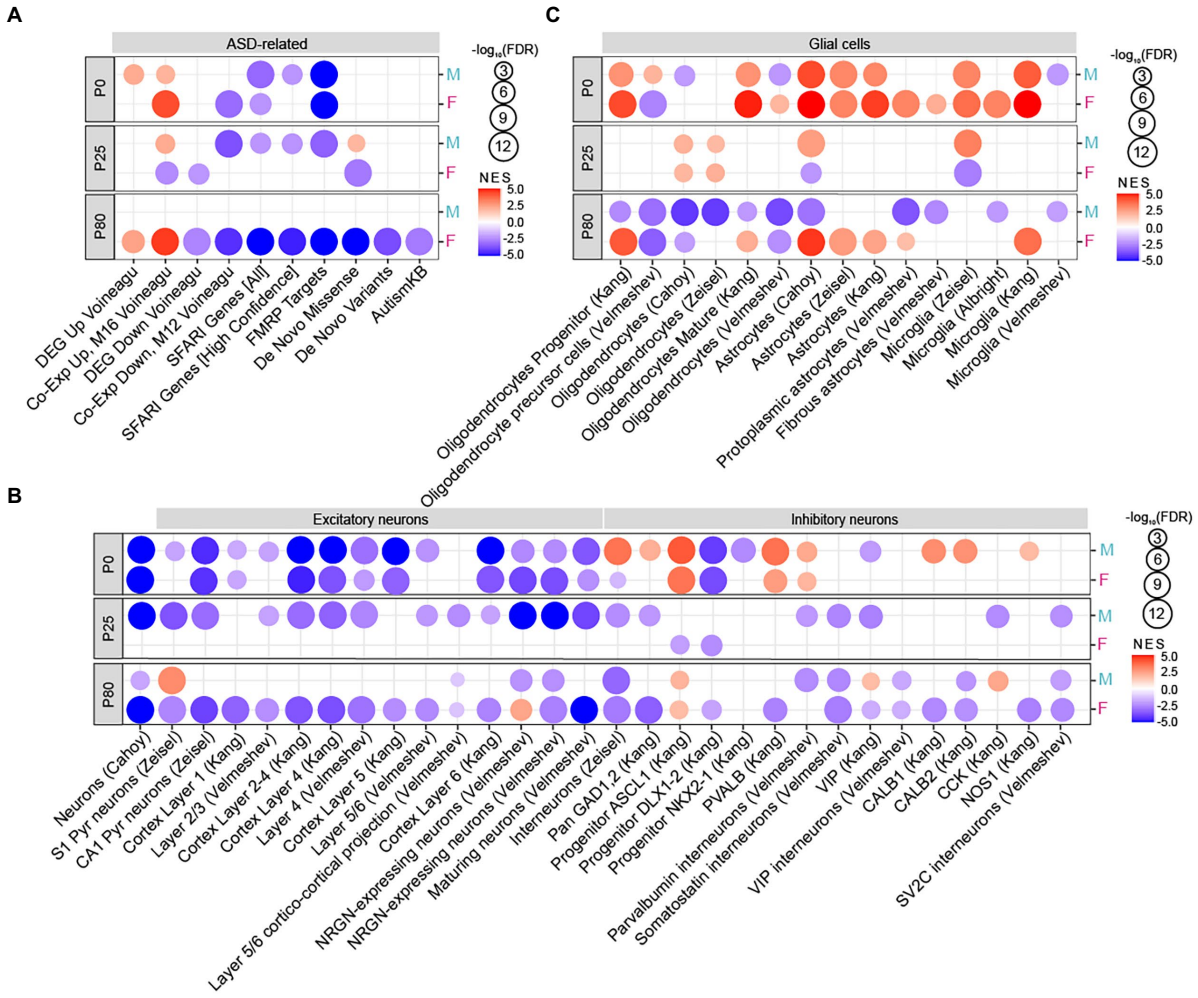
Age-differential ASD-like transcriptomic changes in adult Chd8+/S62X males and females. **(A)** GSEA of P0, P25, and P80 male and female HT/WT transcripts for ASD-related/risk gene sets, including those upregulated in ASD (DEG_Up_Voineagu and Co-Exp_Up_M16_Voineagu) and downregulated in ASD (DEG_Down_Voineagu and Co-Exp_Down_M12_Voineagu) as well as ASD-risk gene sets that are likely downregulated in ASD (SFARI [all], SFARI [high confidence], FMRP targets, DeNovoMis, DeNovoVariants, and AutismKB). (see Supplementary Tables S5–S7 for full results). (*n* = 3 mice for P0/25/80, male/female, and WT/HT mice, FDR < 0.05). **(B)** GSEA of P0, P25, and P80 male and female HT/WT transcripts for cell-type–specific gene sets related to neurons (cortical layers and GABA sub-types). (*n* = 3 mice for P0/25/80, male/female, and WT/HT mice, FDR < 0.05). **(C)** GSEA of P0, P25, and P80 male and female HT/WT transcripts for cell-type–specific gene sets related to glial cells (oligodendrocytes, astrocytes, and microglia; *n* = 3 mice for P0/25/80, male/female, and WT/HT mice, FDR < 0.05).

In addition, P0 male HT/WT transcripts showed negative enrichments for ASD-risk gene sets such as SFARI genes^2^ and FMRP targets (Werling et al., 2016) but not for DeNovoMis (protein-disrupting or missense rare *de novo* variants; Iossifov et al., 2014; Werling et al., 2016), DeNovoVariants (protein-disrupting rare *de novo* variants; Iossifov et al., 2014; Werling et al., 2016), or AutismKB (Autism KnowledgeBase; Yang et al., 2018; Figure 4A); these gene sets are thought to be downregulated by ASD-related deletion, non-sense, missense, frame-shift, and/or splice-site mutations. 

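Of the paper's sets, the SFARI genes and FMRP targets were represented here by hand-written lists of 140 ASD risk genes and 161 FMRP targets, and 55 of the former and 76 of the latter are also in another of the 16 lists. The other ASD risk sets were not analysed here. In P0 male HT/WT transcripts the ASD risk list had a normalized enrichment score (NES) of -3.92 (adjusted p = 0.000295, the smallest adjusted p of this comparison), with 25.7% of its genes higher in HT mice. Its list score was -0.089 ± 0.14 (SD, n = 3) in HT and 0.072 ± 0.18 (SD, n = 3) in WT mice (exact permutation test, p = 0.3). The FMRP target list had an NES of -2.77 and list scores of -0.062 ± 0.082 (SD, n = 3) in HT and 0.046 ± 0.048 (SD, n = 3) in WT mice (exact permutation test, p = 0.3). HT and WT libraries overlapped in both scores. Of single ASD risk genes, 1 passed the threshold adjusted over the list alone and 0 did adjusted over all genes tested, and 19 had an unadjusted p under 0.05. None of the FMRP targets passed by either adjustment (0 genes), and 14 had an unadjusted p under 0.05. The alternative that moved the ASD risk list most took the brain region markers of each library as a covariate, and was chosen after seeing the data. It gave an NES of -0.770, with an adjusted p of 0.762 (7.17e-05 to 0.762 over the alternatives). The FMRP target list stayed past the threshold with this covariate. Its score difference was then -0.071 (standard error 0.071), 65.6% of its size without the covariate, with overlap of the genotypes. Quantile normalization weakened the ASD risk list to -1.10 and reversed the FMRP target list to 2.40. With camera at a preset correlation of 0.01, 13 lists passed in P0 males, 14 in P0 females, 6 in P25 males, 4 in P25 females, 2 in P80 males and 11 in P80 females. Of these calls, 8 held under fry, all in P80 females (synapse, oxidative phosphorylation, mitochondrial ribosome, chromatin remodeling, mitosis, astrocytes, ASD risk and FMRP targets).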

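P0 female HT/WT transcripts gave an NES of -3.49 for the ASD risk list and -3.16 for the FMRP target list (adjusted p = 0.000272, the smallest adjusted p of this comparison), with 27.9% and 29.8% of the genes higher in HT mice. The ASD risk score was -0.060 ± 0.051 (SD, n = 3) in HT and 0.046 ± 0.089 (SD, n = 3) in WT mice, and HT and WT libraries overlapped (exact permutation test, p = 0.2). The FMRP target score fell by 0.076 from WT to HT mice, also with overlap (exact permutation test, p = 0.2). Past the threshold adjusted over the list alone were 0 genes of either list, and 3 genes of each had an unadjusted p under 0.05. Under quantile normalization the ASD risk list had an NES of -1.15 and lost its call, and the FMRP target list turned to 1.24. The FMRP target list also lost its call without HT library 2 (NES -1.54). With the brain region covariate, chosen after seeing the data, both lists stayed past the threshold. The ASD risk score difference was then -0.073 (standard error 0.046), with overlap of the genotypes. That of the FMRP targets was -0.11 (standard error 0.043), without overlap.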

P0 female HT/WT transcripts showed positive and negative enrichments in ASD-related and ASD-risk gene sets. This is similar to the changes observed in P0-male HT/WT transcripts, which indicates comparable transcriptomic changes in P0 mutant males and females.

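Sex by genotype interaction was tested at P0 in 18338 genes, of which 0 passed an adjusted p of 0.05 and 179 had an unadjusted p under 0.05. Across genes, which are not independent replicates, the log2 fold changes of males and females had a correlation of 0.567. The ASD risk and FMRP target scores gave no interaction either (permutation test over 400 regroupings within sex, two-sided, p = 0.77 and 0.81, adjusted p = 0.975 over 48 tests). The P0 libraries differed in markers of brain regions. En2, a gene of the midbrain and hindbrain, was 75.11, 5.989 and 3.229 in P0 male WT libraries 1, 2 and 3. It was between 1106 and 2201 in the P0 male HT libraries. In P0 females En2 was 700.7, 1.569 and 1637 in HT and 4.538, 1060 and 4.241 in WT mice. This gene was chosen after its values were seen. A score of hand-written telencephalon markers ranged over up to 4.86 log2 units within a group at P0, against up to 0.31 at P25 and 0.13 at P80. A score of midbrain and hindbrain markers ranged over up to 5.98, 1.14 and 0.763 log2 units within a group at the 3 ages. This score was 2.69 in P0 male WT library 1 and 2.67 in P0 male HT library 3, although En2 differed between them. In males the telencephalon score was below 0 in all 3 HT libraries and in WT library 1 and above 0 in WT libraries 2 and 3. Region and genotype are thus partly confounded there. In females it was below 0 in HT libraries 1 and 3 and WT library 2 and above 0 in the other libraries. This weaker imbalance goes in the same direction as in males. The correlation of 0.567 between the sexes therefore does not separate a shared effect of genotype from a shared imbalance in region.

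**Figure D2:**
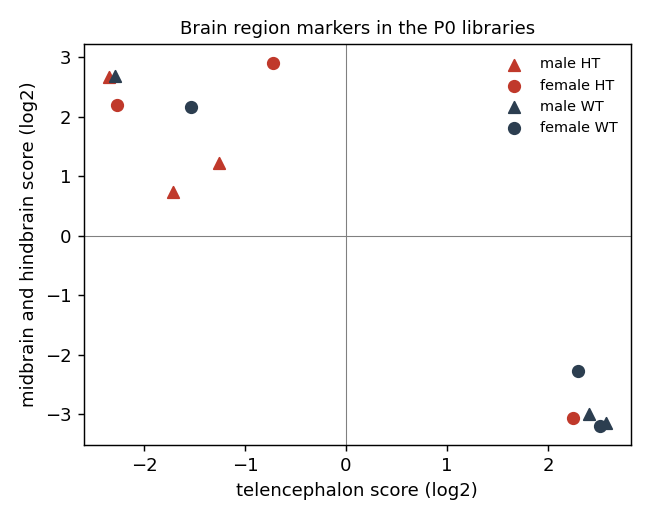
Scores of the telencephalon list (horizontal, log2) and of the midbrain and hindbrain list (vertical, log2) in the 12 P0 libraries, HT in red and WT in dark blue, males as triangles and females as circles, 1 point per library. Each library with a telencephalon score above 0 has a midbrain and hindbrain score below 0, and the reverse.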

In contrast, P25 male and female HT/WT transcripts showed distinct enrichment patterns. P25 males showed an “ASD-like” pattern similar to that observed in ASD as well as P0 males and females, whereas P25 females showed a pattern that is largely unrelated to ASD, with minimal enrichments for ASD-related/risk gene sets (Figure 4A; Supplementary Table S6).

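In P25 male HT/WT transcripts the ASD risk list had an NES of -1.90 (adjusted p = 0.0185) and the FMRP target list one of -2.60 (adjusted p = 0.000545). The differences in list score between HT and WT mice were -0.015 and -0.018, and HT and WT libraries overlapped in both (exact permutation test, p = 0.6 and 0.5). These score tests did not pair HT and WT mice of the same number. The fit that paired them gave an NES of -2.24 (adjusted p = 0.00242) and -3.25 (adjusted p = 0.000468). No gene of either list passed the threshold adjusted over the list alone (0 genes), and 2 of each had an unadjusted p under 0.05. The ASD risk list changed sign without HT library 2 (1.43) or WT library 1 (1.13), and lost its call without HT library 3 (-0.814) and under quantile normalization (-1.31). The FMRP target list changed sign without HT library 2 (1.76), without WT library 1 (1.89) and under quantile normalization (1.31), and lost its call without HT library 3 (-1.43). Weighted GSEA also left neither past the threshold (NES -1.12 and -1.31). In P25 female HT/WT transcripts the NES was -1.06 for the ASD risk list (adjusted p = 0.459) and -1.22 for the FMRP target list (adjusted p = 0.341), with score differences of -0.0087 and -0.0090. The ASD risk list passed the threshold without HT library 1 (-2.31) and turned positive without HT library 3 (1.22) or WT library 3 (1.05). The FMRP target list passed without HT library 1 (-2.52) or WT library 1 (-2.05), and turned positive without HT library 2 (0.910) or WT library 3 (1.20) and with a correction for transcript length and GC content, alone (0.848) or with the replicate number as a block (0.911). Both were past the threshold in a single model of all 36 libraries (-1.71 and -2.23). The difference between the sexes was not past the threshold for either list (permutation test over 400 regroupings, two-sided, p = 0.825 and 0.75). This test did not pair the P25 males either, and their pairing is inferred from these libraries and not given by the labels.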

Intriguingly, at P80, male HT/WT transcripts showed minimal enrichment for ASD-related/risk gene sets, whereas female HT/WT transcripts displayed a strong ASD-like pattern (Figure 4A; Supplementary Table S7). These results indicate that mutant male transcriptomes show strong ASD-like, monophasic patterns at ~P0 and P25 but not at P80, whereas mutant female transcriptomes show strong ASD-like patterns at ~P0 and P80 (a biphasic pattern), with a weak or no ASD-like pattern at ~P25.

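P80 male HT/WT transcripts gave an NES of -1.35 for the ASD risk list (adjusted p = 0.145) and -2.16 for the FMRP target list (adjusted p = 0.00644), with 38.6% and 36.6% of the genes higher in HT mice. Their list scores differed by -0.00030 and -0.0061 between HT and WT mice, with overlap (exact permutation test, p = 1 and 0.8). The ASD risk list passed the threshold without HT library 1 (-2.50) or WT library 1 (-3.75), without the filter on low values (-1.73) and in a single model of all 36 libraries (-2.08). It was positive without HT library 2 (1.11), HT library 3 (1.20), WT library 2 (1.69) or WT library 3 (1.14), and without WT library 2 it passed in that direction (adjusted p = 0.0465, with 0.00524 to 0.927 over the alternatives that keep all libraries). The FMRP target list was positive without WT library 2 (1.78) or WT library 3 (1.49) and lost its call without HT library 3 (-1.38) and under weighted GSEA (-1.26). Quantile normalization made both positive (1.41 and 1.85). In P80 female HT/WT transcripts the NES was -5.45 for the ASD risk list and -8.27 for the FMRP target list (adjusted p = 0.000362, the smallest adjusted p of this comparison), with 14.3% and 6.83% of the genes higher in HT mice. The ASD risk score was -0.036 ± 0.016 (SD, n = 3) in HT and 0.035 ± 0.028 (SD, n = 3) in WT mice, and all 3 HT libraries were below all 3 WT libraries (exact permutation test, p = 0.1, the smallest possible). The FMRP target score was -0.042 ± 0.030 (SD, n = 3) in HT and 0.041 ± 0.024 (SD, n = 3) in WT mice, again without overlap. In single genes, 17 FMRP targets and 0 ASD risk genes passed the threshold adjusted over the list alone, and 0 of either list did adjusted over all genes tested. Unadjusted p was under 0.05 for 59 and 37 genes. With each library left out in turn the NES stayed within -5.79 to -4.73 and -8.37 to -6.86. The difference between the sexes was not past the threshold for either list (permutation test over 400 regroupings, two-sided, p = 0.145 and 0.195, adjusted p = 0.975).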

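The change of the genotype effect over P0, P25 and P80 was tested within each sex by permuting genotype within each age (8000 regroupings, exact), on the largest minus the smallest of the 3 HT minus WT scores. The test was one-sided and was adjusted over 32 tests, of which the smallest adjusted p was 0.7296. In males the spread between the ages had a permutation p of 0.346 for the ASD risk list and 0.413 for the FMRP target list. In females the permutation p was 0.325 and 0.476. The smallest unadjusted p of the 32 tests was 0.03, for oxidative phosphorylation in females (largest minus smallest score difference 0.181), followed by 0.0658 for mitosis in females (0.418), and both had that same adjusted p. The threshold was passed by 15 of the 16 lists in P0 males, 14 in P0 females, 10 in P25 males, 5 in P25 females, 8 in P80 males and 11 in P80 females. HT and WT scores did not overlap for 2, 1, 0, 2, 0 and 10 of these lists, and the median size of the score difference over the 16 lists was 0.18, 0.14, 0.019, 0.020, 0.0081 and 0.060. From the enrichment of ASD-related and ASD-risk gene sets at the 3 ages, the paper describes the ASD-like pattern as monophasic in mutant males and biphasic in mutant females.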

Previous studies have also reported that ASD is associated with cell-type–specific transcriptomic changes, including decreased gene expression in neurons and oligodendrocytes and increased gene expression in astrocytes and microglia (Voineagu et al., 2011; Werling et al., 2016), although alternative splicing of these genes controlled by proteins, including RBFOX1, can provide a distinct layer of regulation (Irimia et al., 2014; Parikshak et al., 2016; Quesnel-Vallieres et al., 2019). 

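Lists of 50 excitatory neuron, 57 astrocyte and 72 microglia genes were tested at P0. The excitatory neuron list had an NES of -4.15 in male and -2.71 in female HT/WT transcripts, with 20.0% and 22.0% of its genes higher in HT mice. Its score was -0.41 ± 0.21 (SD, n = 3) in HT and 0.39 ± 0.81 (SD, n = 3) in WT mice in males and fell by 0.38 from WT to HT in females, with overlap of the genotypes in both (exact permutation test, p = 0.3 and 0.5). With the brain region markers as a covariate, an alternative chosen after seeing the data, the female NES was -1.34 and no longer past the threshold. The male list was still past it, while the male score difference shrank to -0.071 (standard error 0.090), which is 8.90% of its size without the covariate. The astrocyte list had an NES of 2.10 in males (adjusted p = 0.00346) and 4.97 in females, with score differences of 0.27 and 0.39. In males it lost its call without HT library 3 (1.24), WT library 2 (0.845) or WT library 3 (1.20), and it turned to -4.97 with the region covariate. The microglia list had an NES of 2.77 in males and 3.10 in females, with score differences of 0.14 and 0.17. In males it was negative without WT library 3 (-1.46) and with the region covariate (-3.46), and lost its call under weighted GSEA (0.982) and quantile normalization (1.34). In females it lost its call without HT library 1 (0.700). Past the threshold adjusted over the list alone were 4 excitatory neuron genes in males and 0 genes of the 3 lists otherwise, with 23 excitatory neuron, 5 astrocyte and 2 microglia genes at an unadjusted p under 0.05 in males and 4, 1 and 2 in females.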

Tests of *Chd8^+/S62X^* transcriptomes for the enrichment of cell-type-specific gene sets (Albright and Gonzalez-Scarano, 2004; Cahoy et al., 2008; Kang et al., 2011; Zeisel et al., 2015; Werling et al., 2016; Velmeshev et al., 2019, 2020) showed that both male and female P0 HT/WT transcriptomes were negatively enriched for excitatory neuron-related gene sets but positively enriched for astrocyte-and microglia-related gene sets (Figures 4B,C), consistent with “ASD-like” patterns. However, mixed positive and negative enrichments could also be observed for some gene sets associated with inhibitory neurons and oligodendrocytes, standing in between the ASD-like pattern and an opposite change (hereafter termed “reverse-ASD-like” pattern).

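The inhibitory neuron list had an NES of -2.77 in P0 males and -1.25 in P0 females (adjusted p = 0.207). Its male score was -0.52 ± 0.18 (SD, n = 3) in HT and 0.51 ± 0.73 (SD, n = 3) in WT mice, with all 3 HT libraries below all 3 WT libraries (exact permutation test, p = 0.1, the smallest possible). With the brain region covariate, chosen after seeing the data, the male difference shrank to -0.41 (standard error 0.23), without overlap of the genotypes. That is 40.2% of its size without the covariate. The median in place of the mean over the list's genes gave -0.21, against -1.03. In females the list passed the threshold without HT library 2 (-2.72) or WT library 2 (-2.58), without the filter on low values (-1.62) and with array quality weights (-2.56). Its female NES turned to 0.837 with the region covariate. The oligodendrocyte list was positively enriched, with an NES of 2.22 in males (adjusted p = 0.00149) and 3.60 in females, and score differences of 0.27 and 0.44 with overlap of the genotypes. The male call was lost without HT library 3 (1.39) or WT library 2 (1.19) and under weighted GSEA (1.42), and the NES turned to -3.19 with the region covariate. The list of oligodendrocyte precursor genes was not past the threshold in males (NES 1.53, adjusted p = 0.0625) or females (NES 0.911, adjusted p = 0.555). It was negative without HT library 3 in either sex (-0.978 in males and -0.462 in females), without WT library 2 in males (-0.923), and with the region covariate in either sex (-1.72 in males, past the threshold, and -1.38 in females). It passed the threshold as a positive list in males without HT library 1 (2.18) or WT library 1 (1.97), with a minimum mean of 100 (1.66) and under quantile normalization (1.92), and in females without HT library 2 (2.10) or WT library 2 (1.62) and with array quality weights (2.04).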

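In P25 male HT/WT transcripts the excitatory neuron list had an NES of -2.64 (adjusted p = 0.000909), with 24.0% of its genes higher in HT mice and a score difference of -0.034. The inhibitory neuron list had an NES of -1.12 (adjusted p = 0.358). NES values of the glial lists were 1.71 for astrocytes (adjusted p = 0.0474), 1.69 for oligodendrocytes (adjusted p = 0.0474) and 3.31 for microglia (adjusted p = 0.000545), with score differences of 0.019, 0.011 and 0.083. HT and WT libraries overlapped in all 5 of these scores (exact permutation test, p = 0.5, 0.7, 0.8, 1 and 0.6). The P25 male excitatory neuron call was lost without HT library 2 (-1.01) or WT library 1 (-0.889). The P25 male inhibitory neuron list passed the threshold in a single model of all 36 libraries (-1.91). The P25 male astrocyte list changed sign without HT library 2 (-1.09) or WT library 1 (-1.05). The P25 male astrocyte call was lost without HT library 3 (1.05), under weighted GSEA (1.36), without the filter on low values (1.64), with a minimum mean of 100 (1.68), with median-of-ratios scaling (1.69) and with the length and GC correction (1.56). The P25 male oligodendrocyte list changed sign without HT library 2 (-3.12) or WT library 1 (-1.60). The P25 male oligodendrocyte call was lost without HT library 3 (1.18) or WT library 3 (1.60), under weighted GSEA (0.944), without the filter on low values (1.68), with a minimum mean of 100 (1.62), with median-of-ratios scaling (1.64), with the length and GC correction (1.65), and with the replicate block and the length and GC correction together (1.43). The fit that paired HT and WT mice of the same number gave the oligodendrocyte list an NES of 1.36 (adjusted p = 0.170, with 0.000468 to 0.914 over the alternatives). The P25 male microglia list changed sign without WT library 1 (-1.42). The P25 male microglia call was lost without HT library 2 (1.01). In P25 female HT/WT transcripts the NES was 0.833 for excitatory neurons (adjusted p = 0.699), -1.14 for inhibitory neurons (adjusted p = 0.403), 1.72 for oligodendrocytes (adjusted p = 0.0819), 0.967 for astrocytes (adjusted p = 0.545) and -2.87 for microglia (adjusted p = 0.00161). The microglia score fell by 0.097 from WT to HT mice, with 20.8% of its genes higher in HT mice and overlap of the genotypes (exact permutation test, p = 0.5). The P25 female excitatory neuron list changed sign without HT library 1 (-1.30) or WT library 1 (-0.681), and in a single model of all 36 libraries (-2.03). The P25 female excitatory neuron list passed the threshold without HT library 2 (1.98). The P25 female inhibitory neuron list changed sign without HT library 3 (1.31). The P25 female inhibitory neuron list passed the threshold without HT library 2 (-1.96) and in a single model of all 36 libraries (-2.35). The P25 female oligodendrocyte list changed sign without HT library 3 (-1.35). The P25 female oligodendrocyte list passed the threshold without HT library 1 (1.85), HT library 2 (3.38), WT library 2 (1.94) or WT library 3 (2.02), under weighted GSEA (1.55), in a single model of all 36 libraries (2.01), and with array quality weights (2.41). The P25 female astrocyte list changed sign without HT library 3 (-1.46). The P25 female astrocyte list passed the threshold without HT library 1 (2.20) and in a single model of all 36 libraries (1.68). The P25 female microglia call was lost without HT library 3 (-1.63) or WT library 1 (-1.57). The difference between the sexes had permutation p-values from 0.405 (microglia) to 0.975 (astrocytes) over these 5 lists (400 regroupings, two-sided).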

P25 male HT/WT transcripts maintained this tendency toward an ASD-like pattern, with the negative enrichment for inhibitory neurons getting stronger, but P25 female HT/WT transcripts showed a pattern opposite that of the ASD-like pattern (i.e., nearly undetectable neuronal enrichments, upregulated oligodendrocyte genes, and downregulated astrocyte and microglial genes; Figures 4B,C). 

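In P80 male HT/WT transcripts the excitatory and inhibitory neuron lists had NES values of 0.806 (adjusted p = 0.752) and -1.51 (adjusted p = 0.0905). The oligodendrocyte list had an NES of -3.04 and the microglia list one of -2.51 (adjusted p = 0.00160 and 0.00215), with score differences of -0.062 and -0.083 and overlap of the genotypes (exact permutation test, p = 0.3 and 0.5). The astrocyte list had an NES of -1.68 (adjusted p = 0.0542). The P80 male excitatory neuron list changed sign without HT library 1 (-0.785), HT library 3 (-1.30), WT library 1 (-0.630) or WT library 2 (-1.01), under weighted GSEA (-0.995), and without the filter on low values (-0.597). The P80 male excitatory neuron list passed the threshold without WT library 3 (1.76) and in a single model of all 36 libraries (2.08). The P80 male inhibitory neuron list passed the threshold without HT library 1 (-1.67), without the filter on low values (-1.63), in a single model of all 36 libraries (-2.31) and with array quality weights (-1.83). The P80 male astrocyte list changed sign without WT library 1 (1.32) and in a single model of all 36 libraries (1.71). The P80 male astrocyte list passed the threshold without HT library 3 (-2.16), WT library 2 (-1.82) or WT library 3 (-3.30), without the filter on low values (-1.93), with the replicate number as a block (-1.79), with the length and GC correction (-1.80), and with the replicate block and the length and GC correction together (-1.95). The P80 male microglia call was lost without WT library 1 (-1.29) or WT library 2 (-1.66). In P80 female HT/WT transcripts the excitatory neuron list had an NES of -1.91 (adjusted p = 0.0131) and a score difference of -0.032, and the inhibitory neuron list an NES of -1.0 (adjusted p = 0.458). The astrocyte list had an NES of 4.82, with 91.2% of its genes higher in HT mice. Its score was 0.061 ± 0.030 (SD, n = 3) in HT and -0.062 ± 0.028 (SD, n = 3) in WT mice, with all 3 HT libraries above all 3 WT libraries (exact permutation test, p = 0.1, the smallest possible). The NES was 2.53 for oligodendrocytes (adjusted p = 0.000635), with 66.7% of the genes higher in HT mice and a score difference of 0.058, and 1.29 for microglia (adjusted p = 0.220), with 48.6% higher. Of single genes, 10 astrocyte, 3 oligodendrocyte and 0 microglia genes passed the threshold adjusted over the list alone, and 4 microglia genes had an unadjusted p under 0.05. The P80 female excitatory neuron call was lost without HT library 1 (-1.46), HT library 3 (-1.55), WT library 1 (-1.27) or WT library 3 (-1.39), under quantile normalization (-1.39), with the length and GC correction (-1.26), and with the replicate block and the length and GC correction together (-1.19). The P80 female inhibitory neuron list changed sign without HT library 2 (1.08). The P80 female inhibitory neuron list passed the threshold in a single model of all 36 libraries (-2.09). The P80 female microglia list changed sign without HT library 3 (-1.48) and under quantile normalization (-1.02). The difference between the sexes had a permutation p of 0.0600 for oligodendrocytes, 0.0950 for astrocytes and 0.330 for microglia (400 regroupings, two-sided), and none passed after adjustment over 48 tests.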

At P80, male HT/WT transcripts showed enrichment patterns that were partly ASD-like (moderately downregulated neuronal genes and downregulated oligodendrocyte genes) and reverse-ASD (downregulated astrocyte and microglia genes), whereas female HT/WT transcripts showed a strong ASD-like pattern (downregulated neuronal and oligodendrocyte genes and upregulated astrocyte and microglia genes).

These results collectively suggest that male HT/WT transcripts show monophasic ASD-like transcriptomic changes that peak at ~P0 and P25, whereas female HT/WT transcripts show biphasic transcriptomic changes peaking at ~P0 and P80.

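The spread of the HT minus WT cell-type scores between P0, P25 and P80 had permutation p-values (8000 regroupings of genotype within each age, one-sided) of 0.278 for excitatory neurons, 0.570 for astrocytes, 0.518 for oligodendrocytes and 0.674 for microglia in males. In females it was 0.519, 0.434, 0.260 and 0.424 in the same order, and no cell-type list passed after adjustment over 32 tests. These scores varied most within groups at P0, so P0 weighs most in these tests. They do not compare P25 with P80 alone.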

### Age-differential functional changes in male and female *Chd8^+/S62X^* transcriptomes

We next tested whether *Chd8^+/S62X^* transcriptomes are enriched for specific biological functions by applying GSEA to gene sets in the Gene Ontology (C5) gene-set database (currently containing ~15,700 gene sets; http://www.gsea-msigdb.org/gsea/msigdb).

In the cellular component (CC) domain, P0 male HT/WT transcripts were positively enriched for extracellular matrix-and chromatin-related gene sets, as shown by the top-five gene-set list (Figure 5A; see Supplementary Tables S5–S7 for full GSEA results [GSEA-CC]) and the clusters of enriched gene sets revealed by the EnrichmentMap Cytoscape App (Isserlin et al., 2014; Figure 5B). 

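A list of 161 extracellular matrix genes had an NES of 3.70 in P0 male HT/WT transcripts, with 67.1% of its genes higher in HT mice. Its score was 0.14 ± 0.14 (SD, n = 3) in HT and -0.16 ± 0.54 (SD, n = 3) in WT mice (exact permutation test, p = 0.5), so that the difference did not exceed the spread between mice. The P0 male extracellular matrix list changed sign with the region covariate (-2.75). The P0 male extracellular matrix call was lost without WT library 3 (1.13). The region covariate was chosen after seeing the data. The list closest to the chromatin sets of the cellular component domain held 92 mitosis genes, among them chromosome and kinetochore genes. It had an NES of 7.36, with 97.8% of its genes higher in HT mice and list scores of 0.25 ± 0.21 (SD, n = 3) in HT and -0.27 ± 0.14 (SD, n = 3) in WT mice. All 3 HT libraries were above all 3 WT libraries (exact permutation test, p = 0.1, the smallest possible). With the region covariate the mitosis score difference was 0.60 (standard error 0.20). Of single genes, 0 mitosis genes and 1 extracellular matrix gene passed adjusted over the list alone, and 40 and 14 had an unadjusted p under 0.05.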

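In P0 male HT/WT transcripts the synapse list (103 genes) had an NES of -2.10 (adjusted p = 0.00250), the spliceosome list (118 genes) -5.83, the cytosolic ribosome list -4.74, the oxidative phosphorylation list -2.43, the mitochondrial ribosome list -2.92 and the chromatin remodeling list -3.22. In the same order, 38.8%, 5.08%, 7.23%, 35.0%, 29.9% and 22.9% of the genes were higher in HT mice. The list scores differed by -0.079, -0.19, -0.22, -0.013, -0.063 and -0.11 between HT and WT mice, and the genotypes overlapped in each (exact permutation test, p = 0.4, 0.3, 0.4, 1, 0.6 and 0.5). Adjusted over the list alone, 0 genes of the synapse, spliceosome, ribosome and oxidative phosphorylation lists passed, with 11, 2, 1 and 1 genes at an unadjusted p under 0.05. The P0 male synapse list changed sign under quantile normalization (1.57) and with array quality weights (1.25). The P0 male synapse call was lost without HT library 1 (-1.27) and with the Reactome pathway in its place (-1.36). The P0 male oxidative phosphorylation list changed sign without HT library 1 (1.50) or HT library 2 (1.27), under quantile normalization (2.12), and with the replicate block and the length and GC correction together (2.00). The P0 male oxidative phosphorylation call was lost under weighted GSEA (-1.26). With the brain region covariate, chosen after seeing the data, the NES was 1.74 for the spliceosome list, 3.40 for the cytosolic ribosome list and 2.11 for the chromatin remodeling list, each of opposite sign, and -1.27 for the mitochondrial ribosome list, which lost its call. Quantile normalization took the chromatin remodeling list to -1.33, below the threshold.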

P0 male HT/WT transcripts were also negatively enriched for synapse-, spliceosome-, ribosome-, mitochondria-, and chromatin remodeling-related gene sets, as shown by top-five and clustered gene sets (Figures 5A,B). P0-female-HT/WT transcripts showed similar positive and negative enrichment patterns.

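P0 female HT/WT transcripts had an NES of 4.91 for the extracellular matrix list and 6.93 for the mitosis list, with 78.1% and 94.6% of their genes higher in HT mice. The mitosis score was 0.17 ± 0.059 (SD, n = 3) in HT and -0.18 ± 0.16 (SD, n = 3) in WT mice, with all 3 HT libraries above all 3 WT libraries (exact permutation test, p = 0.1, the smallest possible). The NES was -2.21 for the synapse list (adjusted p = 0.00162), -3.68 for the spliceosome list, -6.76 for the cytosolic ribosome list, -3.23 for the oxidative phosphorylation list, -2.21 for the mitochondrial ribosome list and -3.18 for the chromatin remodeling list. Score differences of these lists were -0.054, -0.090, -0.29, -0.069, -0.070 and -0.041, with overlap of the genotypes in each. Adjusted over the list alone, 0 genes of the 16 lists passed, and 16 mitosis, 6 synapse and 3 ribosome genes had an unadjusted p under 0.05. The P0 female synapse list changed sign without HT library 2 (1.30). The P0 female synapse call was lost under quantile normalization (-0.722). With the region covariate, chosen after seeing the data, the P0 female synapse score difference was -0.13 (standard error 0.049), without overlap of the genotypes. The P0 female oxidative phosphorylation list changed sign with array quality weights (2.35). The P0 female mitochondrial ribosome call was lost without HT library 1 (-1.16) or WT library 1 (-1.42), and with the region covariate (-1.50). The P0 female chromatin remodeling call was lost under quantile normalization (-1.15).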

**Figure 5:**
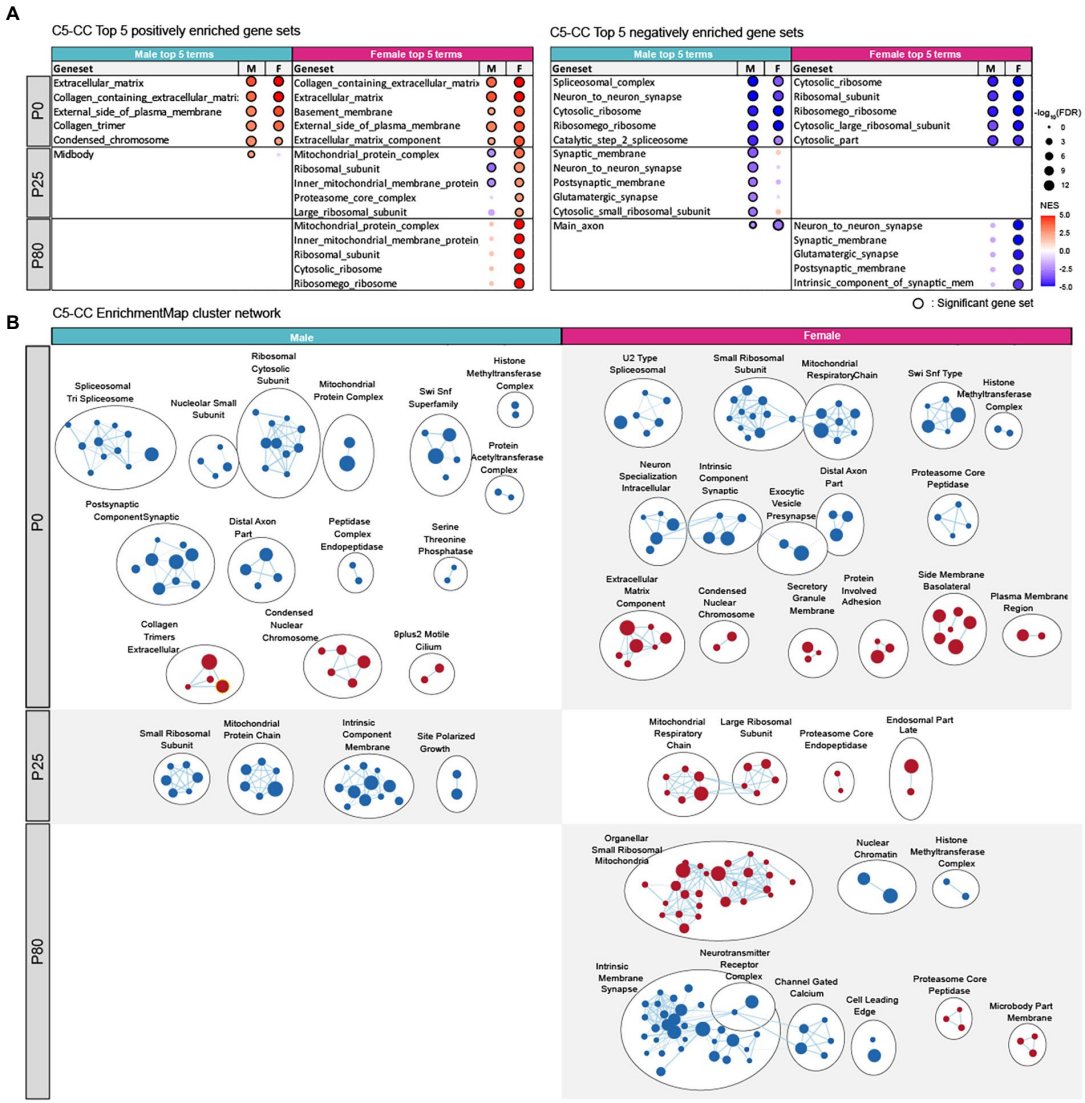
Biological functions differentially altered in male and female *Chd8^+/S62X^* transcriptomes. **(A)** GSEA of P0, P25, and P80 male and female HT/WT transcripts for gene sets in the cellular components (CC) domain of the C5 database (http://software.broadinstitute.org/gsea). Top-five gene sets positively (red circles) or negatively (blue circles) enriched in male or female transcripts are listed, together with the same gene sets in the other sex and their enrichment levels (see Supplementary Tables S5–S7 for full results). (*n* = 3 mice for P0/P25/P80 male/female mice, FDR (false discovery rate) < 0.05; NES, normalized enrichment score). **(B)** Integration and visualization of enriched genes in larger clusters using Cytoscape EnrichmentMap. (*n* = 3 mice for P0/25/80 male/female mice; node cutoff, FDR < 0.05 and *p* < 0.001; edge cutoff, overlap coefficient > 0.5).

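The synapse list had an NES of -3.50 in P25 male HT/WT transcripts, the cytosolic ribosome list -3.72 and the oxidative phosphorylation list -2.56 (adjusted p = 0.000545, the smallest adjusted p of this comparison), with 22.3%, 16.7% and 27.2% of the genes higher in HT mice. Their list scores differed by -0.029, -0.049 and -0.026 between HT and WT mice, with overlap of the genotypes (exact permutation test, p = 0.5, 0.5 and 0.7). The mitochondrial ribosome list had an NES of -1.36 (adjusted p = 0.185). Adjusted over the list alone, 0 genes of these lists passed, and 1 synapse, 5 ribosome and 3 oxidative phosphorylation genes had an unadjusted p under 0.05. The P25 male synapse list changed sign without WT library 1 (1.14). The P25 male ribosome list changed sign without HT library 1 (1.42). The P25 male oxidative phosphorylation list changed sign without HT library 1 (2.05). The P25 male oxidative phosphorylation call was lost without WT library 3 (-1.35) and with array quality weights (-1.61). The P25 male mitochondrial ribosome list changed sign without HT library 1 (1.82). The P25 male mitochondrial ribosome list passed the threshold without HT library 2 (-2.03), HT library 3 (-2.43) or WT library 1 (-2.12), and under quantile normalization (-1.81). Of the P25 male libraries, leaving out HT library 1 alone reversed all 3 of the ribosome and mitochondria lists.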

At P25, male HT/WT transcripts were negatively enriched for synapse-, ribosome-, and mitochondria-related gene sets (Figures 5A,B), a pattern with some similarity to that observed in P0 males. 

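P25 female HT/WT transcripts had an NES of 1.93 for the cytosolic ribosome list (adjusted p = 0.0294), 2.65 for the oxidative phosphorylation list (adjusted p = 0.00161) and 2.42 for the mitochondrial ribosome list (adjusted p = 0.00426). The cytosolic ribosome score was 0.024 ± 0.049 (SD, n = 3) in HT and -0.026 ± 0.011 (SD, n = 3) in WT mice and the mitochondrial ribosome score 0.022 ± 0.017 (SD, n = 3) in HT and -0.025 ± 0.023 (SD, n = 3) in WT mice, with all 3 HT libraries above all 3 WT libraries in both (exact permutation test, p = 0.1, the smallest possible). The oxidative phosphorylation score differed by 0.035, with overlap of the genotypes (exact permutation test, p = 0.4). Adjusted over the list alone, 0 genes of these lists passed, and 8, 12 and 9 genes had an unadjusted p under 0.05. The P25 female ribosome call was lost without HT library 2 (1.47), HT library 3 (0.782) or WT library 3 (1.34), and with the Reactome pathway in its place (1.45). The P25 female oxidative phosphorylation call was lost without HT library 3 (1.58) or WT library 3 (1.75). The synapse list had an NES of -1.48 (adjusted p = 0.156). The P25 female synapse list changed sign without HT library 2 (1.69), HT library 3 (1.1) or WT library 3 (1.58). The P25 female synapse list passed the threshold without HT library 1 (-2.36) or WT library 1 (-2.15), and in a single model of all 36 libraries (-2.53). The difference between the sexes at P25 had a permutation p of 0.195 for the cytosolic ribosome list, 0.315 for the oxidative phosphorylation list and 0.165 for the mitochondrial ribosome list (400 regroupings, two-sided).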

In P25 females, however, HT/WT transcripts were positively enriched for ribosome-and mitochondria-related gene sets (Figures 5A,B), a pattern largely opposite that observed in P25 males.

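In P80 male HT/WT transcripts the NES was -1.96 for the synapse list (adjusted p = 0.0157), 2.52 for the cytosolic ribosome list (adjusted p = 0.00160), 2.06 for the oxidative phosphorylation list (adjusted p = 0.0133) and 0.742 for the mitochondrial ribosome list (adjusted p = 0.802). The first 3 of these lists had score differences of -0.0074, 0.026 and 0.021, with overlap of the genotypes (exact permutation test, p = 0.8, 0.9 and 0.8). The P80 male synapse list changed sign without HT library 2 (1.32) or WT library 3 (1.55), and under quantile normalization (2.10). The P80 male synapse call was lost without HT library 3 (-1.59) or WT library 2 (-1.33), under weighted GSEA (-1.37), with a minimum mean of 100 (-1.65), and with median-of-ratios scaling (-1.64). The P80 male ribosome list changed sign without HT library 3 (-2.93), WT library 2 (-3.27) or WT library 3 (-2.82). The P80 male ribosome call was lost under weighted GSEA (0.963). The P80 male oxidative phosphorylation list changed sign without HT library 3 (-2.31), WT library 2 (-2.08) or WT library 3 (-1.99). The P80 male oxidative phosphorylation call was lost under weighted GSEA (1.00), with the Reactome pathway in its place (1.48), with the length and GC correction (1.35) and with the replicate block and the length and GC correction together (1.48). The P80 male mitochondrial ribosome list changed sign without HT library 3 (-1.91), WT library 2 (-2.04) or WT library 3 (-1.14), under weighted GSEA (-0.825), without the filter on low values (-0.985), with the length and GC correction (-0.806), and with the replicate block and the length and GC correction together (-0.805). The P80 male mitochondrial ribosome list passed the threshold without WT library 1 (2.65). P80 female HT/WT transcripts had an NES of -5.69 for the synapse list, 7.19 for the cytosolic ribosome list, 6.77 for the oxidative phosphorylation list and 4.06 for the mitochondrial ribosome list, with 4.85%, 95.2%, 93.9% and 83.1% of the genes higher in HT mice. The synapse score was -0.031 ± 0.022 (SD, n = 3) in HT and 0.030 ± 0.018 (SD, n = 3) in WT mice, with all 3 HT libraries below all 3 WT libraries (exact permutation test, p = 0.1, the smallest possible). The cytosolic ribosome score was 0.058 ± 0.024 (SD, n = 3) in HT and -0.059 ± 0.067 (SD, n = 3) in WT mice and the oxidative phosphorylation score 0.055 ± 0.015 (SD, n = 3) in HT and -0.057 ± 0.056 (SD, n = 3) in WT mice, with all 3 HT libraries above all 3 WT libraries in both. The threshold adjusted over the list alone was passed by 0 synapse, 21 ribosome, 19 oxidative phosphorylation and 2 mitochondrial ribosome genes, against 0 adjusted over all genes tested, and 15, 45, 40 and 13 had an unadjusted p under 0.05. With each library left out in turn, the NES stayed within -5.57 to -4.81 for the synapse list and 6.08 to 7.89 for the cytosolic ribosome list. P80 female HT libraries 2 and 3 also held transcripts of pituitary hormone genes, with Prl at 33540 and 11010 against 33.68 or less in the other P80 female libraries. Differences between the sexes at P80 had a permutation p of 0.175 for the synapse list, 0.450 for the cytosolic ribosome list and 0.325 for the oxidative phosphorylation list (400 regroupings, two-sided).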

At P80, male HT/WT transcripts showed minimal enrichment patterns (positive or negative), whereas female HT/WT transcripts showed strong negative enrichments for synapse-related gene sets and positive enrichments for ribosome/mitochondria-related gene sets (Figures 5A,B).

Tests of gene sets in biological process and molecular function domains (C5 database) revealed enrichment patterns that are largely similar to those observed for CC-domain gene sets, although MF-domain gene sets tended to show weaker enrichments (Figure 6A,B; Supplementary Figure S1; Supplementary Tables S5–S7).

**Figure 6:**
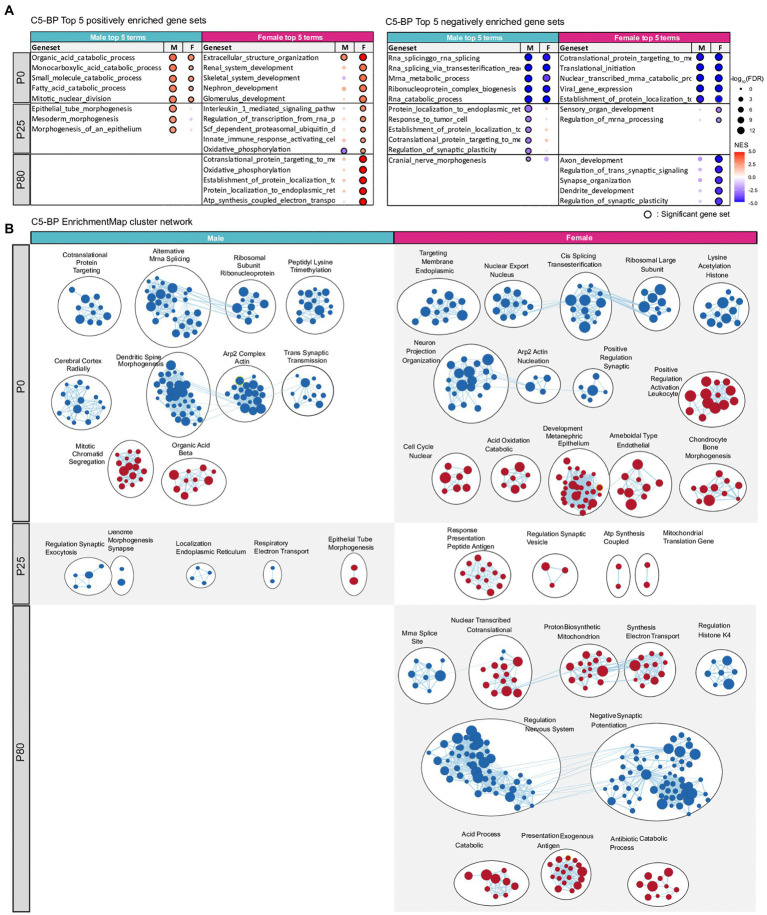
Transcriptomic changes in *Chd8^+/S62X^* males and females for gene sets in the biological process domain. **(A)** GSEA of P0, P25, and P80 male and female HT/WT transcripts for gene sets in the biological process (BP) domain of the C5 database (http://software.broadinstitute.org/gsea). Top-five gene sets positively or negatively enriched in male or female transcripts are listed, together with the same gene sets in the other sex and their enrichment levels (see Supplementary Tables S5–S7 for complete results). (*n* = 3 mice for P0/P25/P80 male/female mice, FDR (false discovery rate) < 0.05; NES, normalized enrichment score). **(B)** Integration and visualization of enriched genes in larger clusters using Cytoscape EnrichmentMap. (*n* = 3 mice for P0/25/80 male/female mice; node cutoff, FDR < 0.05 and *p* < 0.001; edge cutoff, overlap coefficient > 0.5).

These results collectively suggest that synapse genes are downregulated at P0 and P25 in mutant males and at P0 and P80 in mutant females. 

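The spread of the HT minus WT synapse score between P0, P25 and P80 had a permutation p of 0.644 in males and 0.788 in females (8000 regroupings of genotype within each age, one-sided). The synapse score too varied most within groups at P0, so this test does not compare P25 with P80 alone. The sexes differed in the synapse score with a permutation p of 0.89 at P0 and 0.625 at P25 (400 regroupings, two-sided). The Reactome pathway of transmission across chemical synapses had NES values of -1.36, -1.86, -2.15, -0.895, -2.24 and -4.03 in P0 males, P0 females, P25 males, P25 females, P80 males and P80 females, of which those of P0 males and P25 females were not past the threshold.

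**Figure D3:**
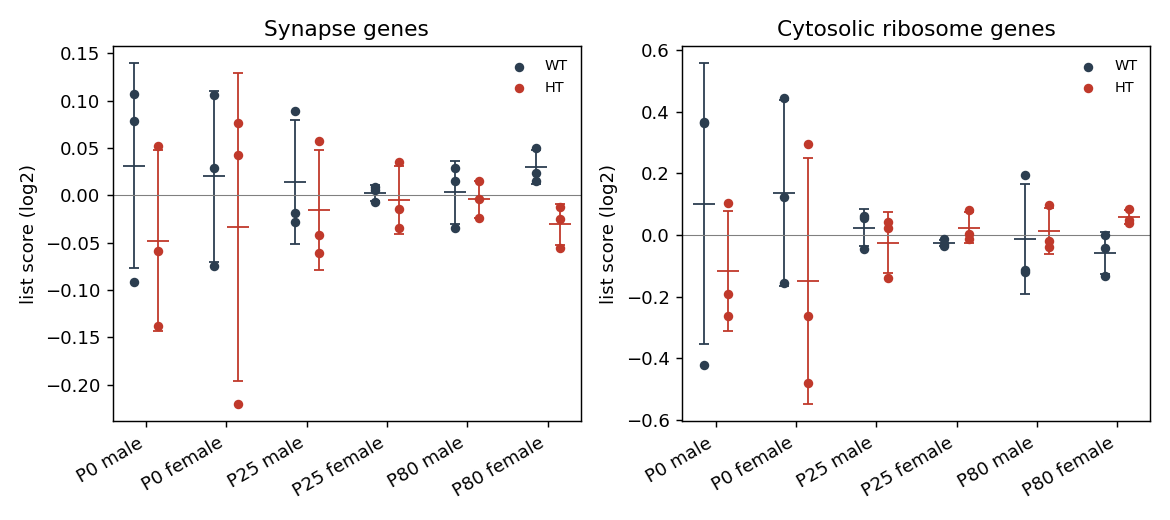
List score (log2, vertical axis) of the synapse genes (left) and the cytosolic ribosome genes (right) in each library, by age and sex (horizontal axis), HT in red and WT in dark blue, with the mean and SD of 3 libraries and a line at 0. The genotypes are apart in P80 females in both panels and in P25 females for the ribosome genes, and overlap in the other comparisons.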

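The synapse list and the ASD lists share genes, and their tests are not independent of each other. Of the 103 genes of the synapse list, 43 are also in another of the 16 lists. The wider Reactome pathway of the neuronal system had NES values of -1.50, -1.44, -2.28, -0.977, -1.90 and -4.31 in P0 males, P0 females, P25 males, P25 females, P80 males and P80 females, of which those of P25 males and of P80 males and females were past the threshold.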

Notably, downregulations of synapse genes in P25 males and P80 females were strongly correlated with the ASD-like transcriptomic patterns (Voineagu et al., 2011; Werling et al., 2016) observed in these animals.

## Discussion

We characterized synaptic and transcriptomic phenotypes of *Chd8^+/S62X^* males and females at multiple postnatal stages and found age-differential sexual dimorphism at both synaptic and transcriptomic levels.

Our previous study *Chd8^+/S62X^* mice revealed that behavioral deficits are observed in male but not female juveniles, whereas adult mutant males and females display similar behavioral deficits (Lee et al., 2022). This age-differential sexual dimorphism in the behaviors of *Chd8^+/S62X^* mice differs from the persistent male-preponderant behavioral deficits in *Chd8^+/N2373X^* pups, juveniles, and adults (Jung et al., 2018). What might be the mechanisms underlying the age-differential behavioral deficits in *Chd8^+/S62X^* males and females?

Our results indicated decreased excitatory synaptic transmission in male *Chd8^+/S62X^* juveniles. This change was correlated with both ASD-like transcriptomic changes and autistic-like behaviors (enhanced mother seeking/attachment), suggesting that the decreased excitatory transmission contributes to the behavioral deficits. In contrast, female juvenile mutant mice showed increased excitatory synaptic transmission that correlated with considerably weakened ASD-like transcriptomic patterns (relative to newborn-stage patterns) and largely normal behaviors. Therefore, excitatory synaptic suppression likely underlies the male-preponderant behavioral deficits in juvenile mutant mice. This hypothesis is in line with the synaptic dysfunction frequently implicated in ASD (Bourgeron, 2015), active synaptic development at juvenile stages (i.e., 2–3 postnatal weeks; Sheng and Sala, 2001), and neuronal/synaptic excitation/inhibition imbalances implicated in ASD (Nelson and Valakh, 2015; Lee et al., 2017). Notably, overproduction of inhibitory neurons, which would also induce a decrease in the excitation/inhibition ratio, similar to our results (glutamate synaptic suppression), was observed in human ASD-related cortical organoids (Mariani et al., 2015), suggesting that distinct mechanisms in mice and humans may underlie a similar excitation/inhibition imbalance.

At adult stages, *Chd8^+/S62X^* males and females show strong and shared autistic-like behavioral deficits (self-grooming and anxiety-like behaviors; Lee et al., 2022). These mice also exhibit shared increases in excitatory synaptic transmission (mEPSC results). These strong correlations suggest that the increased excitatory synaptic transmission may underlie autistic-like behaviors in mutant males and females at adult stages. While displaying similar increases in excitatory synaptic transmission as adults, *Chd8^+/S62X^* males and females seem to undergo distinct synaptic and transcriptomic changes across the juvenile-to-adult temporal axis. Specifically, *Chd8^+/S62X^* males show decreased excitatory synaptic transmission as juveniles but increased excitatory transmission as adults. This age-dependent reversal could reflect the consequence of excessive compensatory changes to normalize the decreased juvenile excitatory synaptic transmission. Such compensatory changes and synaptic normalization may induce the substantial weakening of ASD-like transcriptomic patterns that occurs between juvenile and adult stages, although these compensations appear to be not sufficient to rescue the behavioral deficits.

Adult female *Chd8^+/S62X^* mice, unlike adult males, show excitatory synaptic transmission that continues to be increased across juvenile and adult stages. However, the weakened ASD-like transcriptomic patterns in juvenile female mutant mice, relative to newborn mice, become strong again in adult female mutant mice in a biphasic manner, similar to the ASD-like transcriptomic patterns in newborn mice. It is possible that the increased excitatory synaptic transmission, which likely rescues the behavioral deficits in juvenile mutant females, may no longer be able to protect adult females from developing behavioral deficits. Notably, in adult mutant females, the increased excitatory synaptic transmission in adult mutant females is sensitive to network compensation, as supported by the adult sEPSC results, unlike the increased excitatory synaptic transmission in juvenile mutant females that is resistant to network compensation (juvenile sEPSC results). This may represent acute adult-onset compensatory changes aiming to normalize excitatory synaptic transmission, which may be mediated by the strongly suppressed synaptic gene expressions, although this might induce secondary synapse-related changes that aggravate brain functions and behaviors.

The data collected from *Chd8^+/S62X^* mice in the present and previous studies are limited by the lack of causal relationships between the observed molecular, synaptic, and behavioral changes. Although additional details remain to be determined, our data may provide some baseline information given that little is known about (1) whether the strong male preponderance in autistic individuals with *CHD8* mutations could be recapitulated in mice, (2) whether different *CHD8* mutations lead to heterogeneous male–female differences in mice in a spatiotemporally differential manner, and (3) what mechanisms underlie the *CHD8*-related sexual dimorphism and the general sexual dimorphism widespread in ASD and neurodevelopmental and psychiatric disorders.

In summary, our results provide evidence suggesting that the CHD8-S62X mutation derived from an autistic individual leads to age-differential and sexually dimorphic synaptic and transcriptomic changes in mice.

## Data availability statement

The RNA-Seq results are deposited in the NCBI GEO (National Center for Biotechnology Information, Gene Expression Omnibus) repository as GSE167053..

## Ethics statement

The animal study was reviewed and approved by Committee on Animal Research at KAIST.

## Author contributions

SL and HKw performed electrophysiological experiments. SL and HKa performed RNA-Seq analyses. HKa and EK wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the IBS-R002-D1 to EK.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[ref1] AlbrightA. V.Gonzalez-ScaranoF. (2004). Microarray analysis of activated mixed glial (microglia) and monocyte-derived macrophage gene expression. J. Neuroimmunol. 157, 27–38. doi: 10.1016/j.jneuroim.2004.09.007, PMID: 15579277

[ref2] AndreaeL. C.BassonM. A. (2018). Sex bias in autism: new insights from Chd8 mutant mice? Nat. Neurosci. 21, 1144–1146. doi: 10.1038/s41593-018-0217-y, PMID: 30127425

[ref3] BarnardR. A.PomavilleM. B.O'RoakB. J. (2015). Mutations and modeling of the chromatin remodeler CHD8 define an emerging autism etiology. Front. Neurosci. 9:477. doi: 10.3389/fnins.2015.00477, PMID: 26733790PMC4681771

[ref4] BernierR.GolzioC.XiongB.StessmanH. A.CoeB. P.PennO.. (2014). Disruptive CHD8 mutations define a subtype of autism early in development. Cells 158, 263–276. doi: 10.1016/j.cell.2014.06.017, PMID: 24998929PMC4136921

[ref5] BourgeronT. (2015). From the genetic architecture to synaptic plasticity in autism spectrum disorder. Nat. Rev. Neurosci. 16, 551–563. doi: 10.1038/nrn3992, PMID: 26289574

[ref6] BreussM. W.GleesonJ. G. (2016). When size matters: CHD8 in autism. Nat. Neurosci. 19, 1430–1432. doi: 10.1038/nn.4431, PMID: 27786184

[ref7] CahoyJ. D.EmeryB.KaushalA.FooL. C.ZamanianJ. L.ChristophersonK. S.. (2008). A transcriptome database for astrocytes, neurons, and oligodendrocytes: a new resource for understanding brain development and function. J. Neurosci. 28, 264–278. doi: 10.1523/JNEUROSCI.4178-07.2008, PMID: 18171944PMC6671143

[ref8] ChenX.ChenT.DongC.ChenH.DongX.YangL.. (2022). Deletion of CHD8 in cerebellar granule neuron progenitors leads to severe cerebellar hypoplasia, ataxia, and psychiatric behavior in mice. J. Genet. Genomics 49, 859–869. doi: 10.1016/j.jgg.2022.02.011, PMID: 35231638

[ref9] CherepanovS. M.GerasimenkoM.YuhiT.FuruharaK.TsujiC.YokoyamaS.. (2021). Oxytocin ameliorates impaired social behavior in a Chd8 haploinsufficiency mouse model of autism. BMC Neurosci. 22:32. doi: 10.1186/s12868-021-00631-6, PMID: 33933000PMC8088024

[ref10] Coakley-YoungsE.RanatungaM.RichardsonS.GettiG.ShorterS.FivazM. (2022). Autism-associated CHD8 keeps proliferation of human neural progenitors in check by lengthening the G1 phase of the cell cycle. Biol. Open 11:bio058941. doi: 10.1242/bio.058941, PMID: 36222238PMC9548376

[ref11] CotneyJ.MuhleR. A.SandersS. J.LiuL.WillseyA. J.NiuW.. (2015). The autism-associated chromatin modifier CHD8 regulates other autism risk genes during human neurodevelopment. Nat. Commun. 6:6404. doi: 10.1038/ncomms7404, PMID: 25752243PMC4355952

[ref12] DingS.LanX.MengY.YanC.LiM.LiX.. (2021). CHD8 safeguards early neuroectoderm differentiation in human ESCs and protects from apoptosis during neurogenesis. Cell Death Dis. 12:981. doi: 10.1038/s41419-021-04292-5, PMID: 34686651PMC8536677

[ref13] DingemansA. J. M.TruijenK. M. G.van de VenS.BernierR.BongersE.BoumanA.. (2022). The phenotypic spectrum and genotype-phenotype correlations in 106 patients with variants in major autism gene CHD8. Transl. Psychiatry 12:421. doi: 10.1038/s41398-022-02189-1, PMID: 36182950PMC9526704

[ref14] DongC.ZhaoC.ChenX.BerryK.WangJ.ZhangF.. (2022). Conserved and distinct functions of the autism-related chromatin remodeler CHD8 in embryonic and adult forebrain neurogenesis. J. Neurosci. 42, 8373–8392. doi: 10.1523/JNEUROSCI.2400-21.2022, PMID: 36127134PMC9653284

[ref15] DurakO.GaoF.Kaeser-WooY. J.RuedaR.MartorellA. J.NottA.. (2016). Chd8 mediates cortical neurogenesis via transcriptional regulation of cell cycle and Wnt signaling. Nat. Neurosci. 19, 1477–1488. doi: 10.1038/nn.4400, PMID: 27694995PMC5386887

[ref16] EllingfordR. A.PanasiukM. J.de MeritensE. R.ShaunakR.NaybourL.BrowneL.. (2021). Cell-type-specific synaptic imbalance and disrupted homeostatic plasticity in cortical circuits of ASD-associated Chd8 haploinsufficient mice. Mol. Psychiatry 26, 3614–3624. doi: 10.1038/s41380-021-01070-9, PMID: 33837267PMC8505247

[ref17] GompersA. L.Su-FeherL.EllegoodJ.CoppingN. A.RiyadhM. A.StradleighT. W.. (2017). Germline Chd8 haploinsufficiency alters brain development in mouse. Nat. Neurosci. 20, 1062–1073. doi: 10.1038/nn.4592, PMID: 28671691PMC6008102

[ref18] Haddad DerafshiB.DankoT.ChandaS.BatistaP. J.LitzenburgerU.LeeQ. Y.. (2022). The autism risk factor CHD8 is a chromatin activator in human neurons and functionally dependent on the ERK-MAPK pathway effector ELK1. Sci. Rep. 12:22425. doi: 10.1038/s41598-022-23614-x, PMID: 36575212PMC9794786

[ref19] HayotG.MassonotM.KeimeC.FaureE.GolzioC. (2023). Loss of autism-candidate CHD8 perturbs neural crest development and intestinal homeostatic balance. Life Sci. Alliance 6:e202201456. doi: 10.26508/lsa.20220145636375841PMC9664244

[ref20] HulbertS. W.WangX.GbadegesinS. O.XuQ.XuX.JiangY. H. (2020). A novel Chd8 mutant mouse displays altered ultrasonic vocalizations and enhanced motor coordination. Autism Res. 13, 1685–1697. doi: 10.1002/aur.2353, PMID: 32815320PMC7780289

[ref21] HurleyS.MohanC.SuetterlinP.EllingfordR.RiegmanK. L. H.EllegoodJ.. (2021). Distinct, dosage-sensitive requirements for the autism-associated factor CHD8 during cortical development. Mol. Autism. 12:16. doi: 10.1186/s13229-020-00409-3, PMID: 33627187PMC7905672

[ref22] IossifovI.O'RoakB. J.SandersS. J.RonemusM.KrummN.LevyD.. (2014). The contribution of de novo coding mutations to autism spectrum disorder. Nature 515, 216–221. doi: 10.1038/nature13908, PMID: 25363768PMC4313871

[ref23] IrimiaM.WeatherittR. J.EllisJ. D.ParikshakN. N.Gonatopoulos-PournatzisT.BaborM.. (2014). A highly conserved program of neuronal microexons is misregulated in autistic brains. Cells 159, 1511–1523. doi: 10.1016/j.cell.2014.11.035, PMID: 25525873PMC4390143

[ref24] IsserlinR.MericoD.VoisinV.BaderG. D. (2014). Enrichment map—a Cytoscape app to visualize and explore OMICs pathway enrichment results. F1000Res 3:141. doi: 10.12688/f1000research.4536.125075306PMC4103489

[ref25] JimenezJ. A.PtacekT. S.TuttleA. H.SchmidR. S.MoyS. S.SimonJ. M.. (2020). Chd8 haploinsufficiency impairs early brain development and protein homeostasis later in life. Mol. Autism. 11:74. doi: 10.1186/s13229-020-00369-8, PMID: 33023670PMC7537101

[ref26] JimenezJ. A.SimonJ. M.HuW.MoyS. S.HarperK. M.LiuC. W.. (2022). Developmental pyrethroid exposure and age influence phenotypes in a Chd8 haploinsufficient autism mouse model. Sci. Rep. 12:5555. doi: 10.1038/s41598-022-09533-x, PMID: 35365720PMC8975859

[ref27] JungH.ParkH.ChoiY.KangH.LeeE.KweonH.. (2018). Sexually dimorphic behavior, neuronal activity, and gene expression in Chd8-mutant mice. Nat. Neurosci. 21, 1218–1228. doi: 10.1038/s41593-018-0208-z, PMID: 30104731

[ref28] KangH. J.KawasawaY. I.ChengF.ZhuY.XuX.LiM.. (2011). Spatio-temporal transcriptome of the human brain. Nature 478, 483–489. nature10523 [pii]. doi: 10.1038/nature10523, PMID: 22031440PMC3566780

[ref29] KatayamaY.NishiyamaM.ShojiH.OhkawaY.KawamuraA.SatoT.. (2016). CHD8 haploinsufficiency results in autistic-like phenotypes in mice. Nature 537, 675–679. doi: 10.1038/nature19357, PMID: 27602517

[ref30] KawamuraA.KatayamaY.KakegawaW.InoD.NishiyamaM.YuzakiM.. (2021). The autism-associated protein CHD8 is required for cerebellar development and motor function. Cell Rep. 35:108932. doi: 10.1016/j.celrep.2021.108932, PMID: 33826902

[ref31] KerschbamerE.ArnoldiM.TripathiT.PellegriniM.MaturiS.ErdinS.. (2022). CHD8 suppression impacts on histone H3 lysine 36 trimethylation and alters RNA alternative splicing. Nucleic Acids Res. 50, 12809–12828. doi: 10.1093/nar/gkac1134, PMID: 36537238PMC9825192

[ref32] KweonH.JungW. B.ImG. H.RyooJ.LeeJ. H.DoH.. (2021). Excitatory neuronal CHD8 in the regulation of neocortical development and sensory-motor behaviors. Cell Rep. 34:108780. doi: 10.1016/j.celrep.2021.108780, PMID: 33626347

[ref33] LeeS. Y.KweonH.KangH.KimE. (2022). Age-differential sexual dimorphism in CHD8-S62X-mutant mouse behaviors. Front. Mol. Neurosci. 15:1022306. doi: 10.3389/fnmol.2022.1022306, PMID: 36385756PMC9641250

[ref34] LeeE.LeeJ.KimE. (2017). Excitation/inhibition imbalance in animal models of autism Spectrum disorders. Biol. Psychiatry 81, 838–847. doi: 10.1016/j.biopsych.2016.05.011, PMID: 27450033

[ref35] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15:550. doi: 10.1186/s13059-014-0550-8, PMID: 25516281PMC4302049

[ref36] MarianiJ.CoppolaG.ZhangP.AbyzovA.ProviniL.TomasiniL.. (2015). FOXG1-dependent dysregulation of GABA/glutamate neuron differentiation in autism Spectrum disorders. Cells 162, 375–390. doi: 10.1016/j.cell.2015.06.034, PMID: 26186191PMC4519016

[ref37] MernerN.Forgeot d'ArcB.BellS. C.MaussionG.PengH.GauthierJ.. (2016). A de novo frameshift mutation in chromodomain helicase DNA-binding domain 8 (CHD8): a case report and literature review. Am. J. Med. Genet. A 170, 1225–1235. doi: 10.1002/ajmg.a.3756626789910

[ref38] NelsonS. B.ValakhV. (2015). Excitatory/inhibitory balance and circuit homeostasis in autism Spectrum disorders. Neuron 87, 684–698. doi: 10.1016/j.neuron.2015.07.033, PMID: 26291155PMC4567857

[ref39] O'RoakB. J.VivesL.FuW.EgertsonJ. D.StanawayI. B.PhelpsI. G.. (2012). Multiplex targeted sequencing identifies recurrently mutated genes in autism spectrum disorders. Science 338, 1619–1622. doi: 10.1126/science.1227764, PMID: 23160955PMC3528801

[ref40] ParikshakN. N.SwarupV.BelgardT. G.IrimiaM.RamaswamiG.GandalM. J.. (2016). Genome-wide changes in lncRNA, splicing, and regional gene expression patterns in autism. Nature 540, 423–427. doi: 10.1038/nature20612, PMID: 27919067PMC7102905

[ref41] PatroR.DuggalG.LoveM. I.IrizarryR. A.KingsfordC. (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat. Methods 14, 417–419. doi: 10.1038/nmeth.4197, PMID: 28263959PMC5600148

[ref42] PaulsenB.VelascoS.KedaigleA. J.PigoniM.QuadratoG.DeoA. J.. (2022). Autism genes converge on asynchronous development of shared neuron classes. Nature 602, 268–273. doi: 10.1038/s41586-021-04358-6, PMID: 35110736PMC8852827

[ref43] PlattR. J.ZhouY.SlaymakerI. M.ShettyA. S.WeisbachN. R.KimJ. A.. (2017). Chd8 mutation leads to autistic-like behaviors and impaired striatal circuits. Cell Rep. 19, 335–350. doi: 10.1016/j.celrep.2017.03.052, PMID: 28402856PMC5455342

[ref44] Quesnel-VallieresM.WeatherittR. J.CordesS. P.BlencoweB. J. (2019). Autism spectrum disorder: insights into convergent mechanisms from transcriptomics. Nat. Rev. Genet. 20, 51–63. doi: 10.1038/s41576-018-0066-2, PMID: 30390048

[ref45] SchumannC. M.HamstraJ.Goodlin-JonesB. L.LotspeichL. J.KwonH.BuonocoreM. H.. (2004). The amygdala is enlarged in children but not adolescents with autism; the hippocampus is enlarged at all ages. J. Neurosci. 24, 6392–6401. doi: 10.1523/JNEUROSCI.1297-04.2004, PMID: 15254095PMC6729537

[ref46] ShengM.SalaC. (2001). PDZ domains and the organization of supramolecular complexes. Annu. Rev. Neurosci. 24, 1–29. doi: 10.1146/annurev.neuro.24.1.1, PMID: 11283303

[ref47] SonesonC.LoveM. I.RobinsonM. D. (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res 4:1521. doi: 10.12688/f1000research.7563.226925227PMC4712774

[ref48] SoodS.WeberC. M.HodgesH. C.KrokhotinA.ShaliziA.CrabtreeG. R. (2020). CHD8 dosage regulates transcription in pluripotency and early murine neural differentiation. Proc. Natl. Acad. Sci. U. S. A. 117, 22331–22340. doi: 10.1073/pnas.1921963117, PMID: 32839322PMC7486765

[ref49] StessmanH. A.XiongB.CoeB. P.WangT.HoekzemaK.FenckovaM.. (2017). Targeted sequencing identifies 91 neurodevelopmental-disorder risk genes with autism and developmental-disability biases. Nat. Genet. 49, 515–526. doi: 10.1038/ng.3792, PMID: 28191889PMC5374041

[ref50] SubramanianA.TamayoP.MoothaV. K.MukherjeeS.EbertB. L.GilletteM. A.. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. U. S. A. 102, 15545–15550. doi: 10.1073/pnas.0506580102, PMID: 16199517PMC1239896

[ref51] SuetterlinP.HurleyS.MohanC.RiegmanK. L. H.PaganiM.CarusoA.. (2018). Altered neocortical gene expression, brain overgrowth and functional over-connectivity in Chd8 Haploinsufficient mice. Cereb. Cortex 28, 2192–2206. doi: 10.1093/cercor/bhy058, PMID: 29668850PMC6018918

[ref52] SugathanA.BiagioliM.GolzioC.ErdinS.BlumenthalI.ManavalanP.. (2014). CHD8 regulates neurodevelopmental pathways associated with autism spectrum disorder in neural progenitors. Proc. Natl. Acad. Sci. U. S. A. 111, E4468–E4477. doi: 10.1073/pnas.1405266111, PMID: 25294932PMC4210312

[ref53] ThudiumS.PalozolaK.L'HerE.KorbE. (2022). Identification of a transcriptional signature found in multiple models of ASD and related disorders. Genome Res. 32, 1642–1654. doi: 10.1101/gr.276591.122, PMID: 36104286PMC9528985

[ref54] TuZ.FanC.DavisA. K.HuM.WangC.DandamudiA.. (2022). Autism-associated chromatin remodeler CHD8 regulates erythroblast cytokinesis and fine-tunes the balance of rho GTPase signaling. Cell Rep. 40:111072. doi: 10.1016/j.celrep.2022.111072, PMID: 35830790PMC9302451

[ref55] VelmeshevD.MagistriM.MazzaE. M. C.LallyP.KhouryN.D'EliaE. R.. (2020). Cell-type-specific analysis of molecular pathology in autism identifies common genes and pathways affected across neocortical regions. Mol. Neurobiol. 57, 2279–2289. doi: 10.1007/s12035-020-01879-5, PMID: 32008165

[ref56] VelmeshevD.SchirmerL.JungD.HaeusslerM.PerezY.MayerS.. (2019). Single-cell genomics identifies cell type-specific molecular changes in autism. Science 364, 685–689. doi: 10.1126/science.aav8130, PMID: 31097668PMC7678724

[ref57] VillaC. E.CheroniC.DotterC. P.Lopez-TobonA.OliveiraB.SaccoR.. (2022). CHD8 haploinsufficiency links autism to transient alterations in excitatory and inhibitory trajectories. Cell Rep. 39:110615. doi: 10.1016/j.celrep.2022.110615, PMID: 35385734

[ref58] VoineaguI.WangX.JohnstonP.LoweJ. K.TianY.HorvathS.. (2011). Transcriptomic analysis of autistic brain reveals convergent molecular pathology. Nature 474, 380–384. doi: 10.1038/nature10110, PMID: 21614001PMC3607626

[ref59] WadeA. A.LimK.Catta-PretaR.NordA. S. (2018). Common CHD8 genomic targets contrast with model-specific transcriptional impacts of CHD8 Haploinsufficiency. Front. Mol. Neurosci. 11:481. doi: 10.3389/fnmol.2018.00481, PMID: 30692911PMC6339895

[ref60] WangP.LinM.PedrosaE.HrabovskyA.ZhangZ.GuoW.. (2015). CRISPR/Cas9-mediated heterozygous knockout of the autism gene CHD8 and characterization of its transcriptional networks in neurodevelopment. Mol. Autism. 6:55. doi: 10.1186/s13229-015-0048-6, PMID: 26491539PMC4612430

[ref61] WangP.MokhtariR.PedrosaE.KirschenbaumM.BayrakC.ZhengD.. (2017). CRISPR/Cas9-mediated heterozygous knockout of the autism gene CHD8 and characterization of its transcriptional networks in cerebral organoids derived from iPS cells. Mol. Autism. 8:11. doi: 10.1186/s13229-017-0124-1, PMID: 28321286PMC5357816

[ref62] WeissbergO.ElliottE. (2021). The mechanisms of CHD8 in neurodevelopment and autism Spectrum disorders. Genes 12:1133. doi: 10.3390/genes12081133, PMID: 34440307PMC8393912

[ref63] WerlingD. M.ParikshakN. N.GeschwindD. H. (2016). Gene expression in human brain implicates sexually dimorphic pathways in autism spectrum disorders. Nat. Commun. 7:10717. doi: 10.1038/ncomms10717, PMID: 26892004PMC4762891

[ref64] XuQ.LiuY. Y.WangX.TanG. H.LiH. P.HulbertS. W.. (2018). Autism-associated CHD8 deficiency impairs axon development and migration of cortical neurons. Mol. Autism. 9:65. doi: 10.1186/s13229-018-0244-2, PMID: 30574290PMC6299922

[ref65] YangC.LiJ.WuQ.YangX.HuangA. Y.ZhangJ.. (2018). AutismKB 2.0: A knowledgebase for the genetic evidence of autism spectrum disorder. Database 2018:bay106. doi: 10.1093/database/bay106, PMID: 30339214PMC6193446

[ref66] YuY.ZhangB.JiP.ZuoZ.HuangY.WangN.. (2022). Changes to gut amino acid transporters and microbiome associated with increased E/I ratio in Chd8(+/−) mouse model of ASD-like behavior. Nat. Commun. 13:1151. doi: 10.1038/s41467-022-28746-2, PMID: 35241668PMC8894489

[ref67] ZeiselA.Munoz-ManchadoA. B.CodeluppiS.LonnerbergP.La MannoG.JureusA.. (2015). Brain structure. Cell types in the mouse cortex and hippocampus revealed by single-cell RNA-seq. Science 347, 1138–1142. doi: 10.1126/science.aaa1934, PMID: 25700174

[ref68] ZhaoC.DongC.FrahM.DengY.MarieC.ZhangF.. (2018). Dual requirement of CHD8 for chromatin landscape establishment and histone methyltransferase recruitment to promote CNS myelination and repair. Dev. Cell 45:e758, 753–768.e8. doi: 10.1016/j.devcel.2018.05.022, PMID: 29920279PMC6063525

[ref69] ZhouX.FelicianoP.ShuC.WangT.AstrovskayaI.HallJ. B.. (2022). Integrating de novo and inherited variants in 42,607 autism cases identifies mutations in new moderate-risk genes. Nat. Genet. 54, 1305–1319. doi: 10.1038/s41588-022-01148-2, PMID: 35982159PMC9470534

# Supplementary material for: Age-differential sexual dimorphisms in CHD8-S62X-mutant mouse synapses and transcriptomes
**Source:** Front Mol Neurosci. 2023 Feb 16;16:1111388. doi: 10.3389/fnmol.2023.1111388

**A** C5-MF Top 5 positively enriched gene sets

|     | Male top 5 terms                         |   |   | Female top 5 terms                         |   |   |
|-----|------------------------------------------|---|---|--------------------------------------------|---|---|
|     | Geneset                                  | M | F | Geneset                                    | M | F |
| P0  | Extracellular_matrix_structural_constitu | ● | ● | Extracellular_matrix_structural_constituer | ● | ● |
|     | Active_transmembrane_transporter_act     | ● | ● | Glycosaminoglycan_binding                  | ● | ● |
|     | Secondary_active_transmembrane_tran      | ● | ● | Extracellular_matrix_binding               | ● | ● |
|     | Extracellular_matrix_structural_constitu | ● | ● | Extracellular_matrix_structural_constituer | ● | ● |
|     | Sodium_ion_transmembrane_transporter     | ● | ● | Cytokine_binding                           | ● | ● |
| P25 | Damaged_dna_binding                      | ● | ● | Threonine_type_peptidase_activity          | ● | ● |
|     | Enhancer_binding                         | ● | ● | Structural_constituent_of_ribosome         | ● | ● |
| P80 |                                          |   |   | Structural_constituent_of_ribosome         | ● | ● |
|     |                                          |   |   | Oxidoreductase_activity_acting_on_nad      | ● | ● |
|     |                                          |   |   | Nadh_dehydrogenase_activity                | ● | ● |
|     |                                          |   |   | Oxidoreductase_activity_acting_on_nad      | ● | ● |
|     |                                          |   |   | Electron_transfer_activity                 | ● | ● |

C5-MF Top 5 negatively enriched gene sets

|     | Male top 5 terms                       |   |   | Female top 5 terms                     |   |   |
|-----|----------------------------------------|---|---|----------------------------------------|---|---|
|     | Geneset                                | M | F | Geneset                                | M | F |
| P0  | Mrna_binding                           | ● | ● | Structural_constituent_of_ribosome     | ● | ● |
|     | Structural_constituent_of_ribosome     | ● | ● | Mrna_binding                           | ● | ● |
|     | Transcription_coactivator_activity     | ● | ● | Rrna_binding                           | ● | ● |
|     | Dna_binding_transcription_factor_bind  | ● | ● | Catalytic_activity_acting_on_rna       | ● | ● |
|     | Ubiquitin_like_protein_ligase_activity | ● | ● | Nucleosome_binding                     | ● | ● |
| P25 | Structural_constituent_of_ribosome     | ● | ● |                                        |   |   |
|     | Rrna_binding                           | ● | ● |                                        |   |   |
|     | Sialyltransferase_activity             | ● | ● |                                        |   |   |
|     | Calmodulin_binding                     | ● | ● |                                        |   |   |
|     | Calcium_channel_regulator_activity     | ● | ● |                                        |   |   |
| P80 |                                        |   |   | Metal_ion_transmembrane_transporter    | ● | ● |
|     |                                        |   |   | Protein_serine_threonine_kinase_activi | ● | ● |
|     |                                        |   |   | Calmodulin_binding                     | ● | ● |
|     |                                        |   |   | Cation_channel_activity                | ● | ● |
|     |                                        |   |   | Gtpase_binding                         | ● | ● |

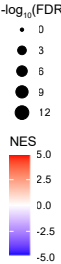

**B** C5-MF EnrichmentMap cluster network

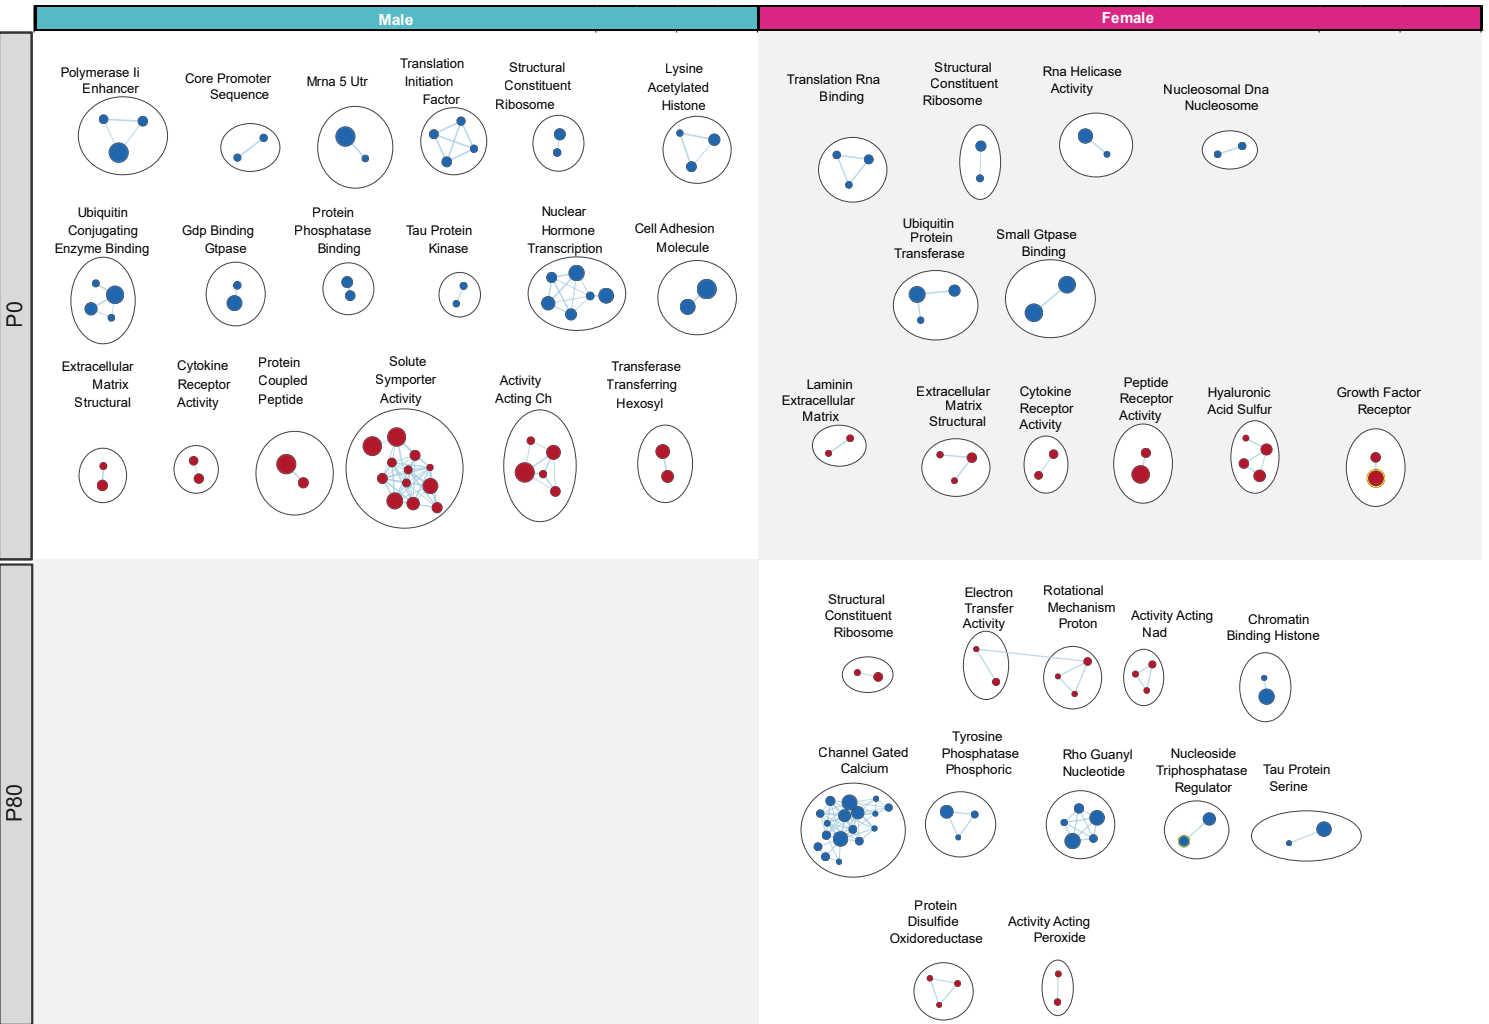

**Supplement:** Supplementary file 8

How the deposited data were processed for this re-analysis (not part of the article)

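RNA was measured by paired-end sequencing in the brains of Chd8+/S62X (HT) and wild-type (WT) mice, in 36 libraries of 12 groups (3 ages, 2 sexes and 2 genotypes, 3 mice each). The authors estimated transcript abundance on GRCm38 with Salmon, imported the estimates per gene with tximport and normalized them with DESeq2. The deposited table holds the authors' signal, which is the estimated count of each gene divided by normalization factors that differ between the genes of a library, for 29799 genes, with all 36 columns on one scale. The annotation release and any pooling of mice are not stated. The values are not whole numbers and whole fragment counts cannot be recovered from them, so they were analysed as normalized values. All columns of per-sample values were matched to a sample (0 unmatched). The conditions were taken from the sample titles and labels. For the oldest group these give P80, as the paper does, while a description field gives P56, and P80 was used.

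The comparisons, their tests and thresholds, the rule for naming genes, the gene lists, and all alternatives other than the brain region covariate were set before the data were examined, the lists after the paper and its supplements had been read. Chosen later, after results were seen, were that covariate, the tests with brain region markers, with pituitary genes, with the glial lists in P80 females and with the number of genes at an unadjusted p under 0.05 in other splits and regroupings, the readings of the P0 region tests and of the chromosome 14 test, the requirement of 5 tested genes for the further lists, and the genes named outside the rule. Each HT group was compared with the WT group of the same age and sex by limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, two-sided) on log2 of the value plus a pseudocount of 1, for genes with a mean of at least 10 over the 6 libraries. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. For single genes and list scores, exact two-sided permutation tests of 3 libraries against 3 were used, whose smallest p is 0.1, so that none can pass 0.05. Sex by genotype interaction was tested with an interaction term for genes, and for list scores by permuting genotype within each sex (400 regroupings, exact, two-sided). Change over age was tested on the largest minus the smallest of the 3 HT minus WT scores of a sex, by permuting genotype within each age (8000 regroupings, exact, one-sided). Correlations were computed across genes and not across libraries.

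The genes named were set by a rule. They are Chd8, each gene named in the paper's text or in Figure 3, per comparison the DEGs with the largest log2 fold changes whose genotypes do not overlap (up to 3 in each direction), the 5 genes of each Table S3 sheet with the smallest adjusted p (4 in P0 females), the 2 members of each list with the highest mean, and the members of the sex-linked, pituitary and circadian lists. En2, and the genes named in the chromosome 14 test that the rule does not give, were named after their values were seen.

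Gene set tests used 16 lists written by hand, which cover synapse, cytosolic ribosome, oxidative phosphorylation, mitochondrial ribosome, spliceosome, extracellular matrix, chromatin remodeling, mitosis, excitatory neuron, inhibitory neuron, astrocyte, oligodendrocyte, oligodendrocyte precursor, microglia, ASD risk and FMRP target genes. They are not the paper's gene sets, which are held here only in part. A further 12 lists served to check for other sources of signal: telencephalon, midbrain and hindbrain, diencephalon, pituitary, choroid plexus, meninges and fibroblasts, endothelium, blood, immediate early genes, circadian genes, sex-linked genes and mitochondrially encoded genes. GSEA was run with fgsea 1.28.0 (classic scoring, 10000 gene permutations), on genes ranked by the sign of the fold change times the negative log10 of p, and adjusted over the lists of each group of lists. GSEA permutes genes, so a list score per library was added to give the spread between mice. It is the mean over the list's genes of the log2 deviation from the gene's mean, minus the median deviation of all genes tested.

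The alternatives were no filter on low values, a minimum mean of 100, pseudocounts of 0.1 and 10, median-of-ratios scaling, quantile normalization, 1 model of all 36 libraries, the replicate number as a block, a correction for transcript length and GC content (natural splines with 4 degrees of freedom, from GENCODE vM21, for 29747 genes), both of the latter together, array quality weights, each library left out in turn, weighted GSEA, camera with a preset correlation of 0.01, fry, Reactome pathways in place of lists, the median in place of the mean in list scores, and a looser rule for shared DEGs. After seeing the data, a covariate for brain region (the telencephalon score minus the midbrain and hindbrain score) was added at P0.

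HT and WT libraries carry the same replicate numbers. The correlation of their deviations from the group means was between -0.713 and 0.289 in the 18 pairs. It was over 0.1 in all 3 pairs of P25 males (0.289, 0.189 and 0.140) and in no pair of another comparison. The numbers were therefore taken to pair the samples in P25 males, although neither the paper nor the labels name a shared litter, batch or day. The pairing is inferred from these same libraries and is not known. List scores and their permutation tests, including those over sex and age, did not use these pairs. No batch or date is given for the libraries.

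The sums of normalized values per library ranged from 31872449 to 38154000 with a median of 35036256. The procedure was tested on simulated data. In values drawn at random from the means and within-group spread of the P80 females, with no list raised, 0 of 16 lists passed the threshold. Draws from means and spread alone do not carry the correlation between genes, so this does not give the rate of false list calls. Other splits of the real P80 female libraries put 5 to 11 lists past the threshold. With astrocyte genes raised by 0.2 (log2) in the drawn values, that list had an NES of 7.62 and a score difference of 0.21. Changes of 0.4 and 1 (log2) planted in 200 genes were recovered for 31.5% and 74.5% of genes in P80 females and for 0% and 0% in P0 males.

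Supplementary tables held in part (among them the gene set results and the P0 male DEGs) were not used here for overlaps or set tests. The paper's electrophysiology and behavior were not analysed here.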

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

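The tests with the brain region markers and with pituitary genes were chosen after the results were seen, and those with transcript length and GC content and with quantile normalization were not. The requirement that a list have at least 5 tested genes was also set after the results were seen. Among the 12 further gene lists in the 6 comparisons (72 results, 65 with at least 5 tested genes), 32 passed the threshold and 8 had genotypes that did not overlap, where 6.5 would be given by chance. Both held for the 7 list results that follow. The paper does not discuss these lists as such, but it reports mitochondria-related gene sets as lower in P25 males and higher in P80 females. For each of the 7 results, the exact permutation p of the score is 0.1, the smallest that 3 against 3 allow, so chance stays open.

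In P0 males the diencephalon list (17 genes tested, of which 94.1% were higher in HT mice) had a score 2.38 higher in HT than in WT mice (NES 3.31, adjusted p = 0.000488). With the length and GC correction 99.0% of the difference was left, and with quantile normalization 94.7%, which argues against either as its whole cause. The list is itself a list of region markers, and the P0 libraries differ in markers of brain regions. Its score was 0.17 in WT library 1 and between 0.50 and 1.36 in the HT libraries, so a different share of brain regions in the tissue may account for it, and a change with genotype stays open and untested. Of its 23 genes, 5 are also in another list and 20 are expressed in the P80 female brain.

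In P0 males the immediate early gene list (34 genes, 14.7% higher in HT mice) had a score difference of -0.73 (NES -3.50, adjusted p = 0.000488), and the circadian list (16 genes, 12.5% higher) one of -0.30 (NES -2.09, adjusted p = 0.00798). The length and GC correction left 106% and 100% of these differences and quantile normalization 111% and 103%, which argues against both as the whole cause. With the brain region covariate 53.3% of the immediate early difference was left (standard error 27.7), so that brain region and genotype cannot be told apart for these genes with 3 libraries against 3. For the circadian genes 54.1% was left (standard error 7.87), which argues against the gradient from forebrain to midbrain and hindbrain as the whole cause but leaves a part of it. Time of day and handling before collection are not given and could also move both lists, and a change with genotype is untested. Of the immediate early genes 3 are in another list, and 9 are among the paper's P25 male DEGs. None of the circadian genes (0) is in another list.

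In P25 males the mitochondrially encoded genes (13 genes, 7.69% higher in HT mice) had a score difference of -0.094 (NES -2.36, adjusted p = 0.00119). After the length and GC correction 110% of it was left, but HT and WT libraries then overlapped, and with quantile normalization 44.0% was left, so the scaling of the most abundant transcripts and genotype cannot be told apart. The list's genes are all expressed in these libraries, 0 are in another list and 2 are among the paper's P25 male DEGs. A difference in the share of mitochondrial RNA recovered may be a cause, and was not tested apart from these corrections.

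In P80 males the immediate early gene list (5.88% higher in HT mice) had a score difference of -0.091 (NES -3.32, adjusted p = 0.000610). Both the length and GC correction and quantile normalization left 100% of it, which argues against either as the whole cause. Handling before collection may move these genes and is not given. A change with genotype stays open as well.

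In P80 females the circadian list (12.5% higher in HT mice) had a score difference of -0.12 (NES -3.02, adjusted p = 0.000483). The length and GC correction left 101% and quantile normalization 90.3%. Time of day at collection, which is not given, could account for it as well as genotype, and neither was tested. Of its 16 genes, 3 are among the paper's P80 female DEGs and 4 passed adjusted over the list alone.

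Also in P80 females the mitochondrially encoded genes (92.3% higher in HT mice) had a score 0.23 higher in HT mice (NES 3.34, adjusted p = 0.000483). The length and GC correction left 98.7% and quantile normalization 74.9%, which argues against either as the whole cause. The direction is opposite to that in P25 males and to that in P80 males, where the NES was -2.06 (adjusted p = 0.00839) and the score difference -0.13, with overlap of the genotypes. These genes had an NES of -2.01 in P0 males (adjusted p = 0.00871) and 1.87 in P0 females (adjusted p = 0.0162), with overlap, and 1.77 in P25 females (adjusted p = 0.0518). The difference between the sexes at P80 had a permutation p of 0.055 (400 regroupings, two-sided, not adjusted). A change with genotype and a difference in RNA recovery both stay open.

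Prl was at 33540 in P80 female HT library 2 and at 11010 in HT library 3, against 7.22 in HT library 1 and 23.7 to 33.7 in the WT libraries. Gh was at 29150 and 12320 in the same 2 libraries, against 12.7 to 29.9 in the others, Pomc at 968.7 and 2547 against 60.3 to 139, and Cga at 662.5 and 284.7 against 1.36 to 6.86. Of the 13 pituitary genes, 8 were over 10 times higher in HT library 2 and in HT library 3 than in each of the other libraries, or present there and listed at 0 in the others. HT library 1 shows none of this for Prl, Gh and Cga. Pituitary tissue in 2 of the brain samples could give these values. The pituitary score also varied within other groups, with an SD of 2.8 in P25 male HT and 1.9 in P80 male HT mice (n = 3 each). Such tissue may therefore not be confined to these 2 libraries. Of the list, 9 genes pass the expression filter in P80 females, 0 are in another list, and 4 (among them Prl, Gh and Cga) are among the paper's P80 female DEGs. An effect of genotype on hormone genes in part of the mice is not excluded and was not tested.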

How the results depend on the processing

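Of the tests of this kind, the brain region covariate alone was chosen after seeing the data, and it was run at P0. Of 576 list results with 1 library left out, 419 kept their direction and their side of the threshold, 75 reversed, 40 fell below the threshold and 42 rose past it. Of 1418 list results under the other alternatives, 1205 kept both, 47 reversed, 123 fell below the threshold and 43 rose past it. Of the single genes named, 273 of 346 results with a library left out and 579 of 643 under the other alternatives kept both, with 1 reversal in each kind (Chd8 in P0 males), 67 and 44 results below the threshold and 5 and 19 past it. Counts of genes or lists stayed within 1.5 times the reported count in 72 of 108 results with a library left out and in 178 of 223 under the other alternatives. Of the 96 list results, 63 passed the threshold, and 27 of these reversed under at least 1 alternative. There were 7 list calls, all in P80 females (ASD risk, FMRP targets, synapse, oxidative phosphorylation, mitochondrial ribosome, chromatin remodeling and astrocytes), that passed under each alternative run for them and with each library left out. A Reactome pathway was run in place of 3 of these lists (synapse, oxidative phosphorylation and chromatin remodeling) and of none of the other 4, and the region covariate was not run at P80. Their NES with a library left out stayed within -5.79 to -4.73, -8.37 to -6.86, -5.57 to -4.81, 6.40 to 7.07, 3.29 to 4.37, -3.47 to -2.90 and 4.13 to 5.13, in that order. Each of these fits kept HT library 2, HT library 3 or both, which held transcripts of pituitary hormone genes. No alternative adjusted for these transcripts, so the 7 calls were not tested against that difference. A list score taken as the median in place of the mean over a list's genes moved by more than its spread in 2 of 96 results, the inhibitory neurons in P0 males (-0.21) and mitosis in P80 females (0.10). Where no cause is given for a change, the cause was not tested.

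Quantile normalization gave 0 DEGs in P80 males, against 3, and 0 shared DEGs at P80, against 2. It reversed the NES to 1.57 for synapse in P0 males, 2.12 for oxidative phosphorylation in P0 males, 2.40 for FMRP targets in P0 males, 1.24 for FMRP targets in P0 females, 0.794 for chromatin remodeling in P25 males, 1.31 for FMRP targets in P25 males, 2.10 for synapse in P80 males, 1.14 for spliceosome in P80 males, 1.16 for chromatin remodeling in P80 males, 1.41 for ASD risk in P80 males, 1.85 for FMRP targets in P80 males, 0.827 for spliceosome in P80 females and -1.02 for microglia in P80 females. Of the other list results, 10 fell below the threshold and 2 rose past it. Median-of-ratios scaling reversed no list, and 4 fell below the threshold.

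A single model of all 36 libraries gave 1597 DEGs in P0 males (665 higher and 932 lower in HT mice), 20 in P0 females (15 higher, 5 lower), 0 in P25 males, 0 in P80 males and 1 in P80 females. It gave 10 shared DEGs at P0 and 0 at P80, and 14 lists past the threshold in P25 females (5 positive, 9 negative), against 5. It reversed the NES to 1.20 for chromatin remodeling in P25 males, -2.03 for excitatory neurons in P25 females and 1.71 for astrocytes in P80 males. By construction this model takes 1 variance per gene from all 12 groups.

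Array quality weights gave 5030 DEGs in P0 males (2373 higher, 2657 lower), 5 in P25 males, 3 in P25 females and 2 shared DEGs at P25. They turned the log2 fold change of Chd8 in P0 males to -0.038 and the NES to 1.25 for synapse in P0 males, 2.35 for oxidative phosphorylation in P0 females and 0.973 for oligodendrocyte precursors in P25 females.

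The brain region covariate gave 7 DEGs in P0 males (6 higher, 1 lower). It reversed the NES to 3.40 for cytosolic ribosome in P0 males, 1.74 for spliceosome in P0 males, -2.75 for extracellular matrix in P0 males, 2.11 for chromatin remodeling in P0 males, -4.97 for astrocytes in P0 males, -3.19 for oligodendrocytes in P0 males, -1.72 for oligodendrocyte precursors in P0 males, -3.46 for microglia in P0 males, 0.837 for inhibitory neurons in P0 females and -1.38 for oligodendrocyte precursors in P0 females.

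With the replicate number as a block there were 2 DEGs in P0 males, 0 in P0 females, 5 in P25 males (2 higher, 3 lower), 0 in P80 males and 3 in P80 females, and 0 shared DEGs at P80. The block reversed the NES to 0.553 for oligodendrocyte precursors in P25 females. In P25 males, where the numbers were taken as pairs, the block took the oligodendrocyte list below the threshold and changed no other list call. Chd8, Entpd4 and Gm42429 kept their calls there. In the other 5 comparisons the numbers were not taken as pairs. The block together with the correction for length and GC content gave 2 DEGs in P0 males, 0 in P0 females, 0 in P80 males and 0 shared DEGs at P80, and reversed the NES to 2.00 for oxidative phosphorylation in P0 males, 0.633 for oligodendrocyte precursors in P25 females, 0.911 for FMRP targets in P25 females and -0.805 for mitochondrial ribosome in P80 males. The correction for length and GC content alone gave 1 shared DEG at P80 and reversed the NES to 0.848 for FMRP targets in P25 females and -0.806 for mitochondrial ribosome in P80 males.

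Without the filter on low values there were 6 DEGs in P80 males (2 higher, 4 lower), 1 shared DEG at P80 and 13 lists past the threshold in P80 males (3 positive, 10 negative), against 8, and the NES reversed to -0.985 for mitochondrial ribosome in P80 males and -0.597 for excitatory neurons in P80 males. More genes were tested there than in the reported comparison. A minimum mean of 100 gave 0 DEGs in P0 females and reversed no list. A pseudocount of 0.1 gave 0 DEGs in P80 males and 0 shared DEGs at P80, as did a pseudocount of 10, and neither changed a list call. Where a DEG of either sex needed only an unadjusted p under 0.05 in the other, by construction a looser rule, 2 genes were shared at P25 and 5 at P80.

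Weighted GSEA left 6 lists past the threshold in P25 males (2 positive, 4 negative) and 3 in P80 males (1 positive, 2 negative), and reversed the NES to -0.825 for mitochondrial ribosome in P80 males and -0.995 for excitatory neurons in P80 males. Camera left 6 lists in P25 males and 2 in P80 males. Its mean moderated t was of opposite sign for the mitochondrial ribosome in P80 males (-0.0305). Fry, which keeps the correlation between genes, left 0 lists past the threshold in P0 males, 0 in P0 females, 0 in P25 males, 0 in P25 females and 0 in P80 males, and 8 in P80 females. Its mean moderated t was of opposite sign for excitatory neurons (-0.0853) and the mitochondrial ribosome (-0.118) in P80 males. Reactome pathways in place of the lists gave opposite signs of 0.506 for extracellular matrix in P25 males, 1.12 for chromatin remodeling in P25 males, 0.676 for chromatin remodeling in P80 males and -1.14 for mitosis in P80 males.

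Across the 6 fits that each left out 1 library, the number of DEGs ranged from 0 to 3610 in P0 males (3610 without WT library 1 and 0 without any other), 0 to 2 in P0 females (0 without any WT library and 2 without HT library 2), 0 to 2 in P25 males (2 without HT library 1 and 0 without any other), 0 to 2 in P25 females (2 without HT library 2, 1 without WT library 2), 0 to 3 in P80 males (3 without WT library 1) and 0 to 14 in P80 females (0 without HT library 2 and 14 without HT library 1). An unadjusted p under 0.05 was found for 1318, 393, 629, 1094, 831 and 2057 genes with all libraries, in the same order. The shared DEGs at P80 were 0 when the library of any 1 genotype and number was left out in both sexes. Genes with an interaction of sex and genotype ranged from 0 to 1 at P0 (1 without HT library 3 of both sexes), from 0 to 1 at P25 (1 without HT library 2 or WT library 3) and from 0 to 1 at P80 (1 without HT library 1 or WT library 3). The lists past the threshold ranged from 6 (without WT library 1) to 11 (without HT library 1) in P25 males and from 2 (without HT library 3) to 10 (without HT library 1) in P25 females. Chd8 in P0 males had log2 fold changes from -0.038 (without WT library 1) to 0.47.

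The list results that reversed in at least 1 of these fits had the ranges that follow. In P0 males the NES ranged from -5.35 to 1.50 for oxidative phosphorylation (without HT 3 and HT 1), -0.978 to 2.18 for oligodendrocyte precursors (without HT 3 and HT 1) and -1.46 to 3.95 for microglia (without WT 3 and WT 1). In P0 females the NES ranged from -3.66 to 1.30 for synapse (without HT 1 and HT 2) and -0.462 to 2.10 for oligodendrocyte precursors (without HT 3 and HT 2). In P25 males the NES ranged from -4.58 to 1.14 for synapse (without HT 1 and WT 1), -5.61 to 1.42 for cytosolic ribosome (without HT 3 and HT 1), -4.17 to 2.05 for oxidative phosphorylation (without HT 3 and HT 1) and -2.43 to 1.82 for mitochondrial ribosome (without HT 3 and HT 1). Also in P25 males it ranged from -0.969 to 1.38 for spliceosome (without WT 2 and WT 3), -3.24 to 1.22 for extracellular matrix (without WT 1 and HT 1), -1.42 to 1.05 for chromatin remodeling (without HT 1 and HT 2) and -1.09 to 3.83 for astrocytes (without HT 2 and HT 1). Also in P25 males it ranged from -3.12 to 4.49 for oligodendrocytes (without HT 2 and HT 1), -1.56 to 2.36 for oligodendrocyte precursors (without HT 2 and HT 1), -1.42 to 4.24 for microglia (without WT 1 and HT 1) and -3.97 to 1.43 for ASD risk (without HT 1 and HT 2). Also in P25 males it ranged from -4.84 to 1.89 for FMRP targets (without HT 1 and WT 1). In P25 females the NES ranged from -2.36 to 1.69 for synapse (without HT 1 and HT 2), -2.14 to 1.53 for mitosis (without WT 3 and WT 1), -1.30 to 1.98 for excitatory neurons (without HT 1 and HT 2) and -1.96 to 1.31 for inhibitory neurons (without HT 2 and HT 3). Also in P25 females it ranged from -1.46 to 2.20 for astrocytes (without HT 3 and HT 1), -1.35 to 3.38 for oligodendrocytes (without HT 3 and HT 2), -1.13 to 1.32 for oligodendrocyte precursors (without WT 3 and WT 1) and -2.31 to 1.22 for ASD risk (without HT 1 and HT 3). Also in P25 females it ranged from -2.52 to 1.20 for FMRP targets (without HT 1 and WT 3). In P80 males the NES ranged from -3.09 to 1.55 for synapse (without HT 1 and WT 3), -3.27 to 6.93 for cytosolic ribosome (without WT 2 and WT 1), -2.31 to 4.86 for oxidative phosphorylation (without HT 3 and WT 1) and -2.04 to 2.65 for mitochondrial ribosome (without WT 2 and WT 1). Also in P80 males it ranged from -1.67 to 1.19 for spliceosome (without HT 2 and WT 3), -0.888 to 3.26 for extracellular matrix (without WT 1 and WT 2), -2.60 to 1.29 for chromatin remodeling (without WT 1 and HT 3) and -1.30 to 1.76 for excitatory neurons (without HT 3 and WT 3). Also in P80 males it ranged from -3.30 to 1.32 for astrocytes (without WT 3 and WT 1), -3.75 to 1.69 for ASD risk (without WT 1 and WT 2) and -5.49 to 1.78 for FMRP targets (without WT 1 and WT 2). In P80 females the NES ranged from -1.55 to 0.696 for spliceosome (without HT 2 and HT 1), -0.987 to 1.58 for extracellular matrix (without HT 3 and HT 1), -1.58 to 1.08 for inhibitory neurons (without WT 1 and HT 2) and -1.48 to 1.64 for microglia (without HT 3 and WT 1).

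Sums of normalized values were close between groups at P25 and P80, which does not show that depth was. Whole fragment counts are not known, so the part of the spread that comes from counting was not separated from that between mice. In simulated changes planted in 200 genes of the P80 female libraries, 31.5%, 74.5% and 92.5% were recovered at log2 changes of 0.4, 1 and 2, with 3, 7 and 8 false calls. In the P0 male libraries, whose spread is wider, 0%, 0% and 65.0% were recovered. Log2 changes of 1 in P0 males could thus not be called by the reported fit. With array quality weights the same libraries gave 5030 DEGs. No changes were planted under that fit, so what it would recover is not known. Its DEGs were not tested against brain region.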

Differences from the paper's values

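The paper's number of DEGs in P0 males is about 230 in Fig. 3B, read by eye, against 0 here, with 1318 genes at an unadjusted p under 0.05. The alternatives set before the data were examined gave between 0 and 5030, and none came within 1.5 times the paper's number. The paper's supplementary list has 4 DEGs in P0 females against 1 here, 82 in P25 males against 3 here, 75 in P25 females against 0 here (1094 genes at an unadjusted p under 0.05), 81 in P80 males against 3 here and 155 in P80 females against 7 here. None of the alternatives set before the data were examined closed any of these gaps. The paper tested genes with DESeq2, and limma on log2 normalized values was used here. No alternative replaced limma, here or for the shared DEGs below. Log2 fold changes of the listed genes correlated with the paper's at 0.985 to 0.998 at P25 and P80 and at 0.939 in P0 females (across genes). At P25 and P80 the counts thus differ by the test more than by the fold changes.

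Some settings called genes that the paper calls and that were not called here otherwise. A single model of all 36 libraries called Trps1 in P0 females. Array quality weights called Chd8, Entpd4 and Usp11 in P25 females, and 2310057M21Rik, mt-Co2 and Nbl1 in P80 females. A minimum mean of 100 called 2310057M21Rik and Nbl1 in P80 females. The replicate block, with and without the length and GC correction, called Itgb4 in P80 females. Without HT library 1 the P80 female comparison called 2310057M21Rik, Cga, Gh and Prl, and without WT library 1 it called mt-Atp6 and mt-Co2. In P0 males, where the paper's list is held in part, genes were not counted.

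The paper's number of DEGs shared by males and females is 10 at P25, against 0 here (88 genes at an unadjusted p under 0.05 in both sexes), and none of the alternatives set before the data were examined closed the gap. At P80 the paper's number is 7, against 2 here. Of the alternatives set before the data were examined, the rule that a DEG of either sex needs only an unadjusted p under 0.05 in the other gave 5, within 1.5 times the paper's number, and the others did not close the gap.

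The paper's log2 fold change of Psd4 in P0 females is 2.19, against 0.77 here, and none of the alternatives set before the data were examined closed the gap.

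The paper describes oligodendrocyte genes as lower in P80 females, while the list used here had an NES of 2.53 and 66.7% of its genes higher in HT mice. It describes astrocyte genes as lower and oligodendrocyte genes as higher in P25 females, where the NES was 0.967 and 1.72, neither past the threshold. Microglia genes, which it describes as higher in P80 females, had an NES of 1.29, not past the threshold. It describes a stronger loss of inhibitory neuron genes in P25 males, where the NES was -1.12 and not past the threshold, against -2.77 in P0 males. In P80 males it describes little enrichment of ASD-related and of cellular component sets, where FMRP targets (-2.16), synapse (-1.96), cytosolic ribosome (2.52), oxidative phosphorylation (2.06), mitosis (1.91) and extracellular matrix (1.76) were past the threshold and ASD risk genes (-1.35) were not. It describes neuronal and astrocyte genes as lower in P80 males, where the NES was 0.806 for excitatory neurons, -1.51 for inhibitory neurons and -1.68 for astrocytes, none of them past the threshold. These lists are not the paper's gene sets.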

Other observations

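Of the tests in this part, those with the brain region markers at P0, with pituitary genes, with the glial lists in P80 females and with the number of genes at an unadjusted p under 0.05 in other splits and regroupings were chosen after the results were seen, as were the readings of the P0 region tests and of the chromosome 14 test without Chd8, Entpd4 and Gm16867.

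The 6 libraries of each comparison can be split into 3 and 3 in 10 ways. As many DEGs as in the real split were found in 3 of 10 in P0 females, 2 of 10 in P25 males, 1 of 10 in P80 males and 1 of 10 in P80 females. In P0 males and P25 females the real split gave 0 DEGs (1318 and 1094 genes at an unadjusted p under 0.05), so that 10 of 10 splits reach its count by construction, and this says nothing. Other splits gave up to 7, 3746, 8, 4, 2 and 2 DEGs in P0 males, P0 females, P25 males, P25 females, P80 males and P80 females. Genes with an unadjusted p under 0.05 numbered 1318, 393, 629, 1094, 831 and 2057 in the real split, and as many were found in 4, 6, 5, 3, 5 and 1 of the 10 splits, in the same order. Other splits gave up to 3404, 6527, 2664, 1174, 1369 and 1004 such genes, so that the real split gave the most in P80 females and in none of the other 5 comparisons. As many lists past the threshold were found in 3, 2, 9, 10, 8 and 4 of the 10 splits, in the same order. Other splits put 8 to 16, 8 to 15, 9 to 14, 6 to 12, 6 to 11 and 5 to 11 of the 16 lists past the threshold. The GSEA threshold was thus passed by several lists in each split of the libraries, real or not. With 10 splits the share cannot be under 0.1, so chance and genotype cannot be told apart by these counts. In P25 males, where the numbers were taken as pairs from these same libraries, 4 splits part all 3 pairs. Of these, 1 gave as many DEGs, 1 as many genes with an unadjusted p under 0.05 and 3 as many lists, with up to 1 DEG, 346 genes and 13 lists in the others.

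An interaction of sex and genotype was found in 0 genes at each age, so that 100 of 100 regroupings within sex reach that count by construction, which says nothing. At an unadjusted p under 0.05 there were 179, 615 and 895 genes at P0, P25 and P80, and 83, 63 and 42 of 100 regroupings gave as many (medians of the others 406, 707 and 763). The number of genes with an interaction was thus no larger than regroupings of the same libraries often give.

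At P0 the telencephalon score differed by up to 4.86 log2 units between libraries of one group, against 0.31 at P25 and 0.13 at P80. Within the P0 groups it moved against the midbrain and hindbrain score across libraries, from 2.57 and -3.16 in P0 male WT library 3 to -2.35 and 2.67 in P0 male HT library 3. This is consistent with P0 samples that hold different parts of the brain. The midbrain and hindbrain score also differed within groups at P25 and P80, by up to 1.14 and 0.763, against 5.98 at P0. With the difference of these scores as a covariate, 6 of the 15 lists past the threshold in P0 males and 5 of 14 in P0 females lost the larger part of the size of their HT minus WT difference. In P0 males the astrocyte, oligodendrocyte and microglia differences turned from 0.27, 0.27 and 0.14 to -0.39, -0.40 and -0.29 (standard errors 0.11, 0.12 and 0.10), so that 3 of 3 were of opposite sign by more than 2 standard errors, with no overlap of the genotypes. None of the rise was left, so that region and genotype cannot be told apart for it. The cytosolic ribosome and chromatin remodeling differences turned to 0.13 and 0.073, within 2 standard errors of 0 (0.25 and 0.081). In P0 females 3 lists (synapse, mitosis and FMRP targets) kept the larger part of their difference by more than 2 standard errors. For the other lists region and genotype cannot be told apart at P0. The libraries are few there, and region and genotype are partly confounded, most clearly in males. The mitosis difference kept 116% in P0 males and 108% in P0 females, with no overlap of the genotypes, which argues against the gradient from forebrain to midbrain and hindbrain as its whole cause. Other differences in tissue content stay open for it: En2 was 75.1 in P0 male WT library 1 and between 1106 and 2201 in the P0 male HT libraries. A difference in developmental stage between mice and an effect of genotype also stay open, and neither was tested. Of the 30 telencephalon genes in the table 18 are in another list, of the 41 midbrain and hindbrain genes 3 are, and 29 and 39 of them are expressed in the P80 female brain.

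Chd8 was higher in HT mice at P25 and P80. Under median-of-ratios scaling and quantile normalization 8 of 8 log2 fold changes stayed within 1 standard error of the reported ones, and the length and GC correction left at least 95.6%, which argues against scaling, length and GC content as the whole cause. The adjusted p of Chd8 nonetheless rose above 0.05 in P80 males under quantile normalization (0.0623, with 0.0303 to 1 over the alternatives) and in P80 females with the length and GC correction (0.0918, with 0.0315 to 1). The values count both alleles together, so the share of the S62X allele is not known. Whether transcripts of that allele are kept, or the other allele is raised, was not tested.

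Entpd4 was lower in HT mice, and lies on the same chromosome as Chd8. Of 17505 genes tested in all 4 comparisons at P25 and P80, 3.60% lie on chromosome 14. With p under 0.05 and one direction in all 4 there were 11 genes, of which 4 lie on chromosome 14 (Chd8, Entpd4, Gm16867 and Dzip1, Fisher's exact test, one-sided, p = 0.000448, across genes). Without Chd8, Entpd4 and Gm16867, which overlaps Entpd4, 1 of 8 lies there (Fisher's exact test, one-sided, p = 0.253). A linked variant could therefore not be separated from an effect of Chd8, and these cannot be told apart with so few genes. The other genes were Pan2, Parva, Usp11, Crlf2, Scn2b, Ass1 and Pcdhga9, chosen after their values were seen.

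Some DEGs were at 0 in all 3 libraries of 1 genotype. Genes at 0 in 3 libraries and at 10 or more in the other 3 numbered 1 in P0 males, 1 in P0 females, 1 in P25 males, 0 in P25 females (1094 genes at an unadjusted p under 0.05), 3 in P80 males and 1 in P80 females in the real split. Other splits of the same libraries gave up to 7, 21, 1, 4, 3 and 4 such genes. This is consistent with uncertain assignment of fragments to transcripts of similar sequence, which needs no difference between genotypes. An effect of genotype on single genes of this kind is not excluded.

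The list changes in P80 females and P25 males were tested against transcript length and GC content. After that correction 10 of the 11 lists past the threshold in P80 females stayed past it with the larger part of their difference (71.4% for synapse), and excitatory neurons fell below it (NES -1.26). In P25 males, in the fit with the replicate block, 9 of 9 stayed. Without the block, the P25 male astrocyte (1.56) and oligodendrocyte (1.65) calls were lost under that correction. For the lists that stayed, these results argue against length and GC content as the whole cause. In P80 females the oligodendrocyte, oligodendrocyte precursor, microglia and endothelium scores moved in the direction of the astrocyte score in 4 of 4 lists. The genotypes overlapped in each of them, and only the oligodendrocyte list was past the threshold. Of the precursor, microglia and endothelium genes, 52.6%, 48.6% and 50% were higher in HT mice. The 4 signs therefore cannot decide whether the share of glia differed. Cell composition and expression per cell cannot be told apart in whole tissue. Of the astrocyte genes 2 are in another list and 9 are among the paper's P80 female DEGs.

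The further lists gave these values in other comparisons. The telencephalon list had an NES of -4.62 in P0 males and -4.16 in P0 females, and the midbrain and hindbrain list one of 4.11 and 3.83. At the later ages the midbrain and hindbrain list had an NES of 2.25 in P25 males (adjusted p = 0.00527), 1.99 in P25 females (adjusted p = 0.0291) and -2.82 in P80 males (adjusted p = 0.000610), with score differences of 0.31, 0.26 and -0.34 and overlap of the genotypes, and was not past the threshold in P80 females (-1.35, adjusted p = 0.180). The telencephalon list was past the threshold in none of these 4 comparisons (-1.52, -0.482, 0.720 and -0.932). The diencephalon list had an NES of 1.45 in P0 females (adjusted p = 0.143). The pituitary list had an NES of 3.02 in P80 females and a score 3.28 higher in HT mice, with overlap, and 2.23 in P25 males. The choroid plexus list had an NES of 3.29 in P0 females, 3.92 in P80 males and -1.82 in P80 females. The list of meninges and fibroblasts had an NES of 3.19 in P0 males, 3.26 in P0 females, 2.41 in P80 males and 3.11 in P80 females. For endothelium it was 2.35 in P0 females and 0.874 in P80 females (adjusted p = 0.604), and for blood 2.61 in P80 males and 2.32 in P80 females. Immediate early genes had an NES of 3.03 in P25 males, -1.94 in P25 females (adjusted p = 0.0291) and -3.57 in P80 females, with overlap of the genotypes. The sex-linked list, with 1 to 5 genes tested, had an NES of 1.43 in P0 males (adjusted p = 0.146) and 1.07 in P25 males (adjusted p = 0.476). In females Xist was its only gene tested, with an NES of -1.33 at P25 (adjusted p = 0.0291, score difference -0.16, all 3 HT libraries below all 3 WT libraries) and -1.32 at P80 (adjusted p = 0.0355). Genotypes overlapped in the other scores named here. Of the genes of these lists, 3 of the choroid plexus, 13 of the meninges and fibroblast, 1 of the endothelium and 0 of the blood, pituitary and sex-linked genes are in another list.

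The other lists gave these values. Mitosis had an NES of 3.72 in P25 males, -1.25 in P25 females (adjusted p = 0.341), 1.91 in P80 males and 2.65 in P80 females, where the HT and WT scores did not overlap. The P25 male mitosis call was lost with the Reactome pathway in its place (1.44). The P25 female mitosis list changed sign without WT library 1 (1.53). The P25 female mitosis list passed the threshold without WT library 2 (-1.97) or WT library 3 (-2.14), and in a single model of all 36 libraries (-2.10). The P80 male mitosis list changed sign with the Reactome pathway in its place (-1.14). The P80 male mitosis call was lost without HT library 1 (1.51) and under quantile normalization (1.52). The P80 female mitosis call was lost with the Reactome pathway in its place (0.856). Chromatin remodeling had an NES of -1.03 in P25 males (adjusted p = 0.404), -1.06 in P25 females (adjusted p = 0.459), -1.52 in P80 males (adjusted p = 0.0905) and -3.13 in P80 females, where 7 of its genes passed adjusted over the list alone. The P25 male chromatin remodeling list changed sign without HT library 2 (1.05) or HT library 3 (0.740), with the Reactome pathway in its place (1.12), under quantile normalization (0.794), and in a single model of all 36 libraries (1.20). The P80 male chromatin remodeling list changed sign without HT library 3 (1.29) or WT library 3 (1.12), with the Reactome pathway in its place (0.676), and under quantile normalization (1.16). The P80 male chromatin remodeling list passed the threshold without HT library 1 (-1.74) or WT library 1 (-2.60), without the filter on low values (-1.82), and with array quality weights (-1.82). The spliceosome list had 1.13, -1.63, -1.39 and -1.02 in the same order, none past the threshold. The P25 male spliceosome list changed sign without WT library 2 (-0.969). The P25 female spliceosome list passed the threshold without HT library 3 (-2.36), WT library 1 (-1.96) or WT library 2 (-2.02), under weighted GSEA (-1.57), without the filter on low values (-1.77), and in a single model of all 36 libraries (-1.63). The P80 male spliceosome list changed sign without WT library 3 (1.19) and under quantile normalization (1.14). The P80 male spliceosome list passed the threshold with the Reactome pathway in its place (-1.82) and without the filter on low values (-1.74). The P80 female spliceosome list changed sign without HT library 1 (0.696) and under quantile normalization (0.827). The P80 female spliceosome list passed the threshold with the length and GC correction (-2.0) and with the replicate block and the length and GC correction together (-2.22).

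Extracellular matrix had an NES of -1.06 in P25 males (adjusted p = 0.390), -1.94 in P25 females (adjusted p = 0.0290), 1.76 in P80 males (adjusted p = 0.0400) and 1.12 in P80 females (adjusted p = 0.362). The P25 male extracellular matrix list changed sign without HT library 1 (1.22), WT library 2 (0.628) or WT library 3 (1.20), and with the Reactome pathway in its place (0.506). The P25 male extracellular matrix list passed the threshold without HT library 3 (-1.79) or WT library 1 (-3.24), and with array quality weights (-2.40). The P25 female extracellular matrix call was lost without HT library 3 (-1.15), WT library 1 (-1.10) or WT library 2 (-1.72), with the Reactome pathway in its place (-1.60), with the length and GC correction (-1.75), and with the replicate block and the length and GC correction together (-1.75). The P80 male extracellular matrix list changed sign without HT library 2 (-0.833) or WT library 1 (-0.888). The P80 male extracellular matrix call was lost under weighted GSEA (1.12), with the Reactome pathway in its place (0.673), without the filter on low values (1.36), with median-of-ratios scaling (1.71), under quantile normalization (1.55) and with array quality weights (1.55). The P80 female extracellular matrix list changed sign without HT library 3 (-0.987). The P80 female extracellular matrix list passed the threshold with the length and GC correction (1.82) and with the replicate block and the length and GC correction together (2.01). The oligodendrocyte precursor list was past the threshold in none of these 4 comparisons (NES 1.24, -0.672, -1.68 and 0.902). The P25 male oligodendrocyte precursor list changed sign without HT library 2 (-1.56) or WT library 1 (-1.40). The P25 male oligodendrocyte precursor list passed the threshold without HT library 1 (2.36) and with array quality weights (1.94). The P25 female oligodendrocyte precursor list changed sign without HT library 1 (0.837), HT library 3 (0.708) or WT library 1 (1.32), with the replicate number as a block (0.553), with the replicate block and the length and GC correction together (0.633), and with array quality weights (0.973). The P80 male oligodendrocyte precursor list passed the threshold without HT library 1 (-1.80), HT library 2 (-1.77) or WT library 3 (-1.98), without the filter on low values (-1.86), with a minimum mean of 100 (-1.73), and with the replicate block and the length and GC correction together (-1.74).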
